# Nutritional compensation of the circadian clock is a conserved process influenced by gene expression regulation and mRNA stability

**DOI:** 10.1371/journal.pbio.3001961

**Published:** 2023-01-05

**Authors:** Christina M. Kelliher, Elizabeth-Lauren Stevenson, Jennifer J. Loros, Jay C. Dunlap

## Abstract

Compensation is a defining principle of a true circadian clock, where its approximately 24-hour period length is relatively unchanged across environmental conditions. Known compensation effectors directly regulate core clock factors to buffer the oscillator’s period length from variables in the environment. Temperature Compensation mechanisms have been experimentally addressed across circadian model systems, but much less is known about the related process of Nutritional Compensation, where circadian period length is maintained across physiologically relevant nutrient levels. Using the filamentous fungus *Neurospora crassa*, we performed a genetic screen under glucose and amino acid starvation conditions to identify new regulators of Nutritional Compensation. Our screen uncovered 16 novel mutants, and together with 4 mutants characterized in prior work, a model emerges where Nutritional Compensation of the fungal clock is achieved at the levels of transcription, chromatin regulation, and mRNA stability. However, eukaryotic circadian Nutritional Compensation is completely unstudied outside of *Neurospora*. To test for conservation in cultured human cells, we selected top hits from our fungal genetic screen, performed siRNA knockdown experiments of the mammalian orthologs, and characterized the cell lines with respect to compensation. We find that the wild-type mammalian clock is also compensated across a large range of external glucose concentrations, as observed in *Neurospora*, and that knocking down the mammalian orthologs of the *Neurospora* compensation-associated genes *CPSF6* or *SETD2* in human cells also results in nutrient-dependent period length changes. We conclude that, like Temperature Compensation, Nutritional Compensation is a conserved circadian process in fungal and mammalian clocks and that it may share common molecular determinants.

## Introduction

Circadian clocks exist at the cellular level to allow cell types, tissues, and organisms to properly align physiology with time of day. True circadian clocks are sensitive to the external environment in two distinct ways. Discrete pulses of bright light, temperature, nutrients, hormones, or other chemicals reset circadian oscillators and reorient the clock’s phase to the new environment (reviewed in [1]). This resetting feature of circadian clocks is most commonly experienced when jetlagged humans travel across multiple time zones and entrain to the destination’s light/dark cycles. On the other hand, circadian clocks are also shielded or buffered from changes in the ambient environment within the physiological range of an organism [2,3]. In the filamentous fungus *Neurospora crassa*, circadian period length is maintained at approximately 21.5 hours when grown at constant temperatures ranging from 16°C to 32°C [4] or under different nutrient conditions [5]. This circadian property is known as compensation, and the molecular mechanisms underlying period length compensation remain elusive.

At the molecular level, the circadian oscillator is a transcription-translation feedback loop (TTFL) that is functionally conserved from fungi to animals. The positive arm of the clock is composed of transcription factor activators (WC-1/WC-2 in fungi; BMAL1/CLOCK in mammals), which form a heterodimeric complex, drive transcription of direct target genes, and recruit chromatin modifiers [6–8]. The positive arm directly regulates the negative arm of the clock (FRQ in fungi; PERs/CRYs in mammals) [9–11]. Negative arm clock components form a stable complex with Casein Kinase I (CKI) and other factors, leading to feedback via posttranslational inhibition of the positive arm to close the circadian feedback loop [12,13]. The positive and negative arms are sufficient for rhythmicity, although accessory feedback loops confer additional clock robustness (reviewed in [14]). Such individual cellular clocks are coordinated in a coupled network to align organismal physiology in mammals (reviewed in [15]).

Temperature Compensation was first proposed to be a circadian property in the dinoflagellate *Gonyaulax polyedra* when increasing temperatures led first to period lengthening (so-called “over-compensation”) and then to period shortening at even higher temperatures, a result that plainly conflicted with models based on biochemical reaction rates strictly increasing with temperature [2]. In genetic model systems like *Neurospora* and *Drosophila* where organisms operate at ambient temperatures, and even in homeothermic animals, cellular circadian clocks are temperature compensated [4,16–20]. The forward and reverse genetics that have driven current models for Temperature Compensation have led to casein kinases as central regulators across multiple circadian model systems. In *Neurospora* and in plants, Casein Kinase II (CKII) is required for Temperature Compensation [21,22]. *Neurospora* CKII activity increases linearly with temperature and directly phosphorylates the negative arm of the clock [21]. The *tau* mutant hamster (CKIε^R178C^) was the first characterized mammalian Temperature Compensation defect [23–25]. Recent structural work has demonstrated that CKI *tau* alters both priming and progressive phosphorylation events on the negative arm of the clock [26], and a *Neurospora tau*-like allele CKI^R181Q^ reduces in vitro kinase activity on phospho-primed substrates [27]. Taken together, the *tau* mutant phenotype of period shortening with temperature (so-called “under-compensation”) is likely due to altered progressive phosphorylation, and perhaps to altered protein stability, of negative arm components. Indeed, temperature-sensitive target binding has been shown for mammalian CKI [28], and the interaction strength between CKI and FRQ in *Neurospora* has been implicated in Temperature Compensation as well [29]. Taken together, CKI and CKII each have temperature-sensitive aspects of enzyme activity, both can directly phosphorylate core clock components, and casein kinases appear to play a conserved role in Temperature Compensation of fungal, plant, and animal clocks.

In contrast to Temperature Compensation, mechanisms underlying Nutritional Compensation (also known as Metabolic or Glucose Compensation) are poorly understood in *Neurospora* and completely unstudied in other eukaryotic circadian systems. Period compensation to a variety of ATP:ADP ratios has been well described in the prokaryotic cyanobacteria *Synechococcus elongatus* (reviewed in [30]). A handful of Nutritional Compensation defects have arisen sporadically in *Neurospora*, the most developed involving the transcription factor repressor CSP-1 [31]. CSP-1 directly regulates and is regulated by the clock’s positive arm White Collar Complex (WCC), forming an accessory negative feedback loop. In a Δ*csp-1* mutant, period significantly shortens as a function of glucose concentration [32]. In fact, direct overexpression of *wc-1* also causes nutritional under-compensation [33]. Nutritional Compensation is defective in the absence of the general transcription repressor RCO-1 [34], likely due its normal role in preventing WCC-independent *frq* transcription [35] and/or its dual repressor function in complex with CSP-1 [36]. Over-compensation was also found in loss-of-function mutants of an RNA helicase, PRD-1, which normally localizes to the nucleus only under high-glucose conditions [37]. Nutrient sensing and signaling pathways should presumably also play a role in Nutritional Compensation of the clock, and RAS2 and cAMP signaling have been implicated [38]. Taken together, the current incomplete model for Nutritional Compensation in *Neurospora* assembled from random hits implicates transcriptional and posttranscriptional regulation of core clock factors by transcription factors, an RNA helicase, and cAMP signaling.

Since the realization of circadian compensation, the field has speculated that Temperature and Nutritional Compensation pathways may share common regulators [30,39,40]. We directly test this model and find in *Neurospora* that previously reported compensation mutants are specific to either Temperature or Nutritional Compensation. Given this separation of function and relatively little mechanistic knowledge about Nutritional Compensation, we designed a genetic screen to identify new compensation mutants in *Neurospora crassa*. We identify 16 gene knockouts with Nutritional Compensation phenotypes, greatly expanding the list of 4 previously characterized mutants. We also provide the first evidence that, like Temperature Compensation, Nutritional Compensation is relevant in the mammalian circadian system, and confirm that knockdowns of the human genes homologous to two hits from our genetic screen, *CPSF6* and *SETD2*, impair the clock’s ability to maintain its period length at different glucose levels. These data establish a potentially conserved genetic basis for the phenomenon of circadian Nutritional Compensation and anchor the phenomenon for further genetic and molecular dissection.

## Results

### Nutritional compensation is distinct from temperature compensation in *Neurospora*

We first set out to characterize the properties of Nutritional Compensation in wild-type *Neurospora*. Traditional circadian experiments have utilized the *ras-1*^*bd*^ mutant, which promotes the formation of circadianly regulated distinct bands of conidial spores in a race tube assay [41,42]. However, the *ras-1* gene (NCU08823) is implicated in growth and regulation of reactive oxygen species. Thus, to accurately profile normal Nutritional Compensation, a wild-type *ras-1*^+^ strain containing a *frq* clock box transcriptional reporter was used to measure period length across glucose concentrations ranging from 0 to 111 mM (0 to 2% w/v). The *Neurospora* circadian period is slightly under-compensated to nutrients (Fig 1A); under-compensation has also been observed in wild-type *Neurospora* with respect to temperature [21,29]. Fungal biomass increases by orders of magnitude when grown in the range of 0% to 0.75% w/v glucose (S1 Fig), and this increased biomass accounts for the increased magnitude of luciferase rhythms observed at higher glucose levels (Fig 1B) (S1 Movie).

**Fig 1:**
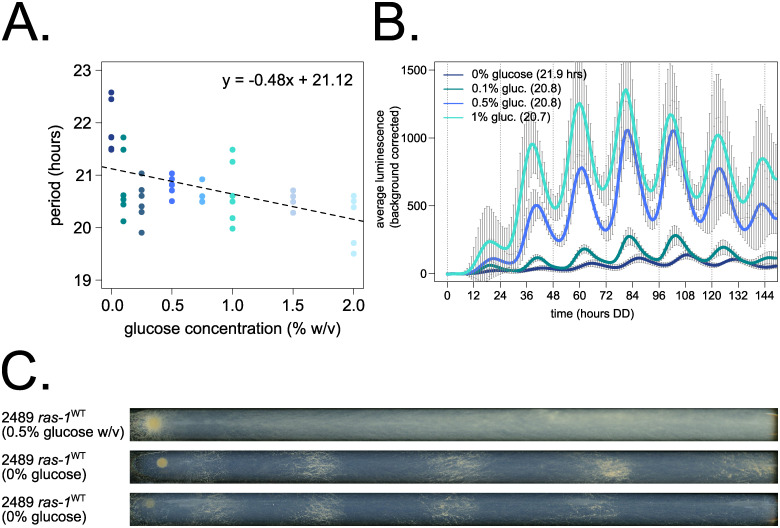
Nutritional Compensation properties of *Neurospora crassa*. Circadian period length was determined by bioluminescent recordings of a *ras-1*^*WT*^ strain cultured on race tubes, where the fungal growth front encounters constant glucose concentrations (*N* = 6 race tubes per concentration). No arginine was added to the medium. Period shortens slightly as a function of glucose levels, which is indicated by the negative slope of the linear fit (glm in R, Gaussian family defaults, slope = −0.48 ± 0.12) (**A**). Averaged biological and technical replicates are shown for 0 mM (0% w/v), 5.6 mM (0.1% w/v), 27.8 mM (0.5% w/v), and 55.5 mM (1% w/v) glucose levels (standard deviation error bars). Period lengths are 21.9 ± 0.5, 20.8 ± 0.6, 20.8 ± 0.2, and 20.7 ± 0.6 hours, respectively (average ± SD) (**B**). Surprisingly, the *ras-1*^*WT*^ strain can form distinct conidial bands when grown on 0% glucose starvation medium, contrasted with constitutive conidiation seen at high glucose levels (**C**). The raw data underlying parts (**A**) and (**B**) can be found in S1 Data.

Having established that the *Neurospora* clock displays compensation for period length across glucose concentrations, we asked whether Temperature Compensation mutants also have Nutritional Compensation phenotypes, and vice versa, together in the same assay. CKII is required for normal Temperature Compensation, and its catalytic subunit reduced function mutant *cka*^*prd-3*^ (Y43H) has an over-compensation phenotype by race tube assay [21]. The *frq*^*7*^ (G459D) point mutant is temperature under-compensated [4]. The *frq* clock box transcriptional reporter was integrated into the *cka*^*prd-3*^ and *frq*^*7*^ mutant backgrounds, and temperature over- (Q_10_ = 0.88) and under-compensation (Q_10_ = 1.11) phenotypes were confirmed by luciferase assay (Fig 2A). Known Nutritional Compensation mutants *prd-1* and Δ*csp-1* were also tested, and each had normal Temperature Compensation profiles (Q_10_ = 1.04, 1.06). The same 4 compensation mutant reporter strains were then grown on race tubes containing zero or high glucose medium, and bioluminescence was recorded to track period length and Nutritional Compensation phenotypes. Controls were slightly under-compensated (Figs 1A and 2B). Nutritional Compensation mutants *prd-1* and Δ*csp-1* showed the over- and under-compensation phenotypes reported by previous studies [32,37]. Temperature Compensation mutants *cka*^*prd-3*^ and *frq*^*7*^ have normal Nutritional Compensation (Fig 2B). We conclude that Temperature and Nutritional Compensation are controlled by distinct pathways in *Neurospora*. These data suggest that further examination of available mutants defective in Temperature Compensation will not inform our understanding of Nutritional Compensation and that a separate genetic screen is warranted.

**Fig 2:**
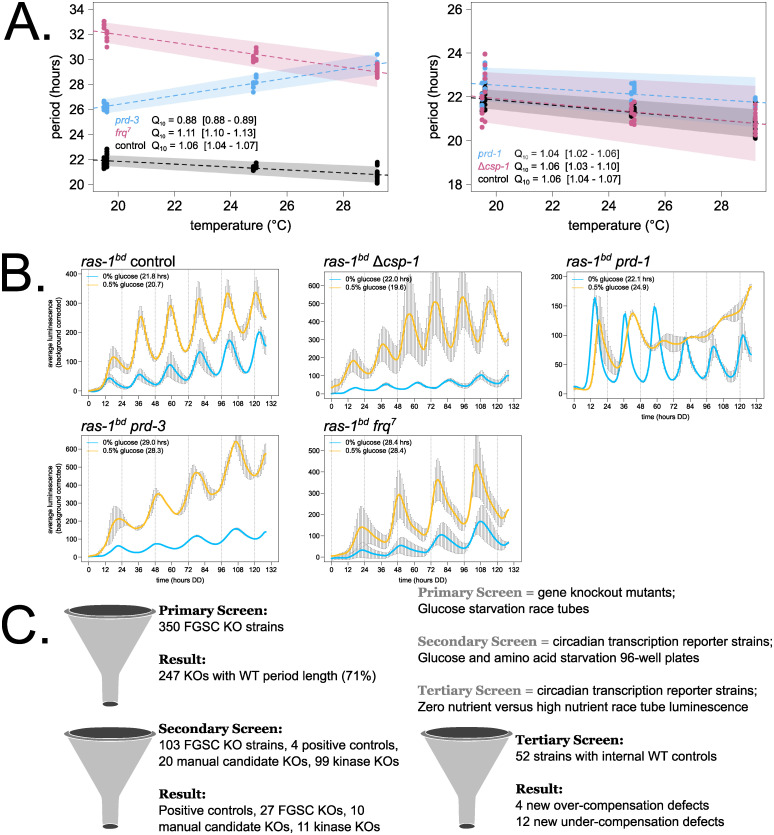
Nutritional Compensation mutants have normal Temperature Compensation in *Neurospora*, catalyzing a genetic screen for new mutants. To measure the circadian period length across temperatures in constant darkness, 96-well plate luciferase assays were used (*N* = 12 replicates per strain, per temperature). A linear model was fit to period length data from each strain (glm in R), and a Q_10_ temperature coefficient was calculated using the model-fitted period lengths at 20°C and 30°C. Shaded areas around the linear fit represent the 95% confidence intervals on the slope. Error ranges on Q_10_ values were computed from the 95% CIs (**A**). Circadian bioluminescence was recorded from race tube cultures of the indicated genotypes, as previously described [51] (S1 Movie). High nutrient medium (yellow lines) contained 0.5% w/v glucose 0.17% w/v arginine, and zero nutrient medium (blue lines) contained 0% glucose 0% arginine (standard deviation error bars). Period lengths, indicated as insets, were computed from *N* = 2–5 biological replicates per nutrient concentration (**B**). Cartoon depiction of the 3-phase genetic screen for Nutritional Compensation defects among kinase, RNA regulatory proteins, and manual candidate knockout strains (**C**). FGSC = Fungal Genetics Stock Center, curator of the *Neurospora* whole genome knockout collection. The raw data underlying parts (**A**) and (**B**) can be found in S2 Data.

To achieve this, we leveraged the whole genome knockout collection in *Neurospora crassa* [43] to initiate a screen for new Nutritional Compensation regulators. Two major classes of gene knockouts were selected to search for compensation phenotypes. Kinases are central to many aspects of cellular processes and regulation including responses to the environment (pheromones, osmotic conditions, carbon/nitrogen regulation, etc.), and a collection of approximately 100 different kinase knockout circadian reporter strains was available from previous work [44]. In addition to posttranslational modifications by kinases, posttranscriptional regulation is emerging as critically important for circadian output [45]. Together with the dramatic nutritional over-compensation defect seen in *prd-1* RNA helicase mutants [37] (Fig 2B), we selected 350 putative RNA regulatory protein knockouts to screen for compensation regulators. Our list of putative RNA-binding and RNA regulatory proteins was derived from bioinformatic databases and from the literature [46–49] to include proteins with nucleotide-binding functional annotation but exclude known transcriptional regulators. Multiple circadian period alterations were identified in a recent characterization of transcription factor knockouts [50], and Nutritional Compensation defects among transcription factors, in addition to CSP-1 and RCO-1, will be the subject of future study. Finally, a handful of manually selected candidate genes were included in the compensation screen. Eight classical alleles with long or short circadian period (the series of *prd* mutants and *frq* point mutants) were included, and 12 knockouts were manually selected based on reported roles in nutrient sensing and signaling.

The genetic screen for Nutritional Compensation defects was divided into three phases (Fig 2C). The 350 previously uncharacterized RNA regulatory protein knockout strains were grown on glucose starvation race tubes (Fig 1C) to identify those with period length differences greater than 1 hour as compared to internal wild-type controls or those “output” mutants clearly lacking a circadian banding pattern (*N* = 2 to 8 replicate race tubes per KO strain). Approximately 71% of the putative RNA regulatory protein knockout strains showed normal period length on starvation medium and were eliminated in the primary screen (Fig 2C and S1 Table). During this phase of the screen, 7 knockout strains were found with enhanced conidial banding patterns (and variable growth rates) relative to wild-type controls, reminiscent of the *ras-1*^*bd*^ mutant phenotype (S2 Fig). In the secondary screen, the *frq* clock box transcriptional reporter was integrated into all knockouts of interest, along with the existing kinase deletion collection [44] and manually selected candidate strains. This collection of more than 200 strains was screened in a high-throughput 96-well plate format using glucose and amino acid starvation medium to identify period length differences greater than 1 hour from internal wild-type controls (*N* = 6 to 12 replicate wells per KO strain). About 77% of the candidate strains were eliminated during the secondary screen due to normal period length on starvation medium (Fig 2C and S1 Table). The approximately 50 remaining knockout strains and wild-type controls were then advanced to the lowest throughput tertiary screen: bioluminescence race tube assays directly comparing zero versus high glucose and amino acid medium (0.5% w/v glucose, 0.17% w/v arginine). It should be noted here that the race tube assay is particularly well suited for a Nutritional Compensation mutant screen because the growth front, which produces most of the bioluminescence, always encounters fresh medium; thus, there is no complicating effect of nutrient depletion over the course of a six-day assay (S1 Movie). Circadian period lengths were quantified to assay Nutritional Compensation phenotypes. Sixteen new mutants emerged from the genetic screen showing large period changes between zero and high nutrient conditions (Fig 2C and S1 Table).

### mRNA stability and polyadenylation factors emerge as key regulators of circadian period length across nutrients

We first examined the group of 12 new under-compensation mutants, where period length shortens as a function of nutrient levels (Fig 3A and S3 Fig and S1 Table). To prioritize screen hits for further analysis, a Gene Ontology (GO) Enrichment of the 12 hits was performed using FungiDB [47]. Unsurprisingly, the top-scoring GO Term was RNA binding (GO:0003723, BH-adjusted *p* = 2.18 × 10^−7^). poly(A) binding was also a top GO Term (GO:0008143, BH-adjusted *p* = 1.28 × 10^−4^), and upon further manual inspection of the new under-compensated hits, 4 of the 12 mutants share a common function in polyadenylation of nascent RNAs. NCU02736 (FGSC12857) is designated as an uncharacterized gene in *Neurospora* but is broadly conserved in fungi. Its *Saccharomyces cerevisiae* homolog is a component of the mRNA cleavage and polyadenylation factor I complex (YGL044C, *RNA15*). PABP-2 (NCU03946, FGSC19900) binds in poly(A) tail regions and can broadly regulate mRNA stability. NAB2 (NCU16397, FGSC22799^Het^) shares a common domain with the yeast gene *NAB2* (YGL122C), which plays a role in mRNA export and stability. NCU09014 (FGSC12033) is a putative component of a *Neurospora* cleavage and polyadenylation complex and is described in further detail below. The two knockout mutants with the most significant period change between high and zero nutrients are both subunits of the nonsense-mediated decay (NMD) machinery in *Neurospora* (Δ*upf1*^*prd-6*^ and Δ*upf2*) and showed more dramatic nutrient-responsive period shortening than Δ*csp-1* [32]. Taken together, regulation of polyadenylation and/or mRNA stability is a common axis of period maintenance with increasing nutrients. The other 6 new under-compensation mutants did not share an obvious functional pathway by GO Term analysis, although some of these genes do show circadian rhythms at the mRNA or protein level and/or are regulated in response to light (S2 Table). However, given the finding that wild-type *Neurospora* is slightly under-compensated (Figs 1A, 2B and 3), the remaining under-compensation mutants (S3 Fig) were not pursued further in favor of functionally related under-compensation mutants and the group of new over-compensation mutants.

**Fig 3:**
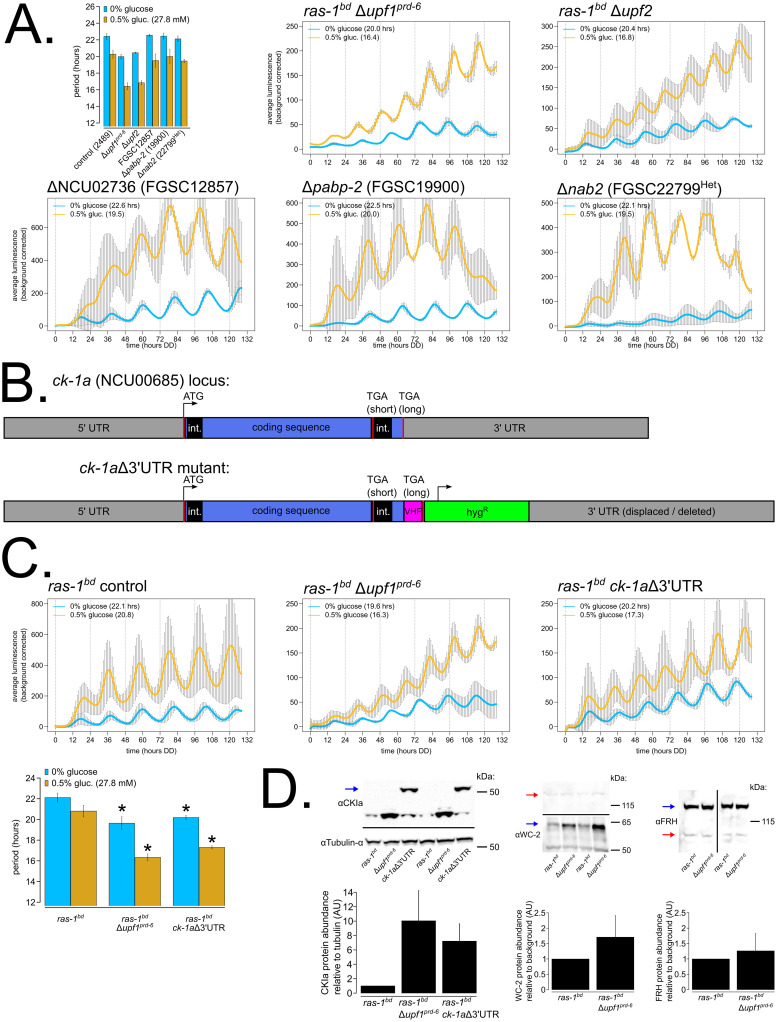
Nutritional under-compensation mutants are enriched for regulators of mRNA stability, and nonsense-mediated decay (NMD) regulation of the *casein kinase I* 3′ UTR is required for functional Nutritional Compensation and normal period length. Circadian bioluminescence was recorded from race tube cultures of the indicated deletion mutants. High nutrient medium (yellow lines) contained 0.5% w/v glucose 0.17% w/v arginine, and zero nutrient medium (blue lines) contained 0% glucose 0% arginine (standard deviation error bars). Period lengths were computed (*N* ≥ 2 biological replicate period estimates per nutrient concentration) and summarized in a bar graph compared to controls. “Het” indicates heterokaryon strains derived from the *Neurospora* whole genome deletion collection, which were maintained on hygromycin selection medium prior to the bioluminescence race tube assays (**A**). The CKI 3′ UTR mutant was constructed by C-terminal epitope-tagging (V5-10xHis-3xFLAG) the LONG isoform of NCU00685 at the endogenous locus and displacing 1,543 bps of the annotated 3′ UTR region. Mutant strain construction is shown with a cartoon diagram to scale (**B**). Circadian bioluminescence was recorded from race tube cultures of the indicated genotypes. High nutrient medium (yellow lines) contained 0.5% w/v glucose 0.17% w/v arginine, and zero nutrient medium (blue lines) contained 0% glucose 0% arginine (standard deviation error bars). Period lengths were computed (*N* = 3–4 biological replicates per nutrient concentration) and summarized in a bar graph. Statistical significance was assessed using ANOVA and Tukey tests (aov & TukeyHSD in R). For zero nutrients (blue bars), the Δ*upf1*^*prd-6*^ (19.6 hours, *p* = 0.0005, *) and *ck-1a*Δ3′UTR (20.2 hours, *p* = 0.002, *) period lengths are significantly shorter than the control (22.1 hours) but no different from each other (*p* = 0.35). For high nutrients (yellow bars), the Δ*upf1*^*prd-6*^ (16.3 hours, *p* = 6 × 10^−6^, *) and *ck-1a*Δ3′UTR (17.3 hours, *p* = 3 × 10^−5^, *) period lengths are significantly shorter than the control (20.8 hours) but no different from each other (*p* = 0.06) (**C**). CKIa, WC-2, and FRH protein levels were measured from the indicated genotypes grown on 0.25% w/v glucose + 0.17% w/v arginine high nutrient solid medium for 48 hours in constant light at 25°C. A representative immunoblot of 2 replicates is shown (out of 4 total biological replicates), and all replicates are quantified in a bar graph relative to *ras-1*^*bd*^ control protein levels (standard deviation error bars). CKIa expression was normalized to alpha tubulin (NCU09132 and NCU09468) as a loading control, and the blue arrow indicates the higher molecular weight epitope-tagged isoform CKIa^LONG^-VHF (approximately 7 kDa size increase). WC-2 expression (blue arrow) was normalized to a high molecular weight background band (red arrow) from the same blot. FRH expression (blue arrow) was normalized to a lower molecular weight background band (red arrow) from the same blot (**D**). FGSC = Fungal Genetics Stock Center, curator of the *Neurospora* whole genome knockout collection. The raw data underlying parts (**A**), (**C**), and (**D**) can be found in S3 Data.

The NMD pathway is required for a normal circadian period length due to its regulation of *casein kinase I* mRNA levels [52]. We hypothesized that NMD regulation of *ck-1a* also underlies its nutritional under-compensation defect. NMD in *Neurospora* can be triggered by long 3′ UTR sequences, and the *ck-1a* 3′ UTR is among the longest 1% in *Neurospora* [52]. We generated a *ck-1a* mutant strain lacking its entire 3′ UTR, hypothesizing that this would decouple *ck-1a* transcripts from NMD targeting (Fig 3B). The *ck-1a*Δ3′UTR mutant does indeed have a short period length and shows nutritional under-compensation, phenocopying NMD mutants (Fig 3C). Further, we confirmed that CKIa protein levels are highly up-regulated in both Δ*upf1*^*prd-6*^ and *ck-1a*Δ3′UTR mutant backgrounds (Fig 3D), consistent with our previous work [52]. However, the *ck-1a*Δ3′UTR under-compensation phenotype may not be as severe as observed in NMD mutants, as it displays average period shortening of only 3.5 hours (versus 4.5 hours) in the high nutrient condition (Fig 3C, ANOVA Tukey HSD *p*-values 4 to 5× lower for Δ*upf1*^*prd-6*^ versus *ck-1a*Δ3′UTR). Although the difference between *ck-1a*Δ3′UTR and Δ*upf1*^*prd-6*^ is not statistically significant (ANOVA Tukey HSD *p*-value = 0.057), the additional 1-hour period shortening in Δ*upf1*^*prd-6*^ suggested that multiple NMD targets may be required for normal Nutritional Compensation. Interestingly, NMD mutants also show an approximately 1.4-fold increase in *wc-2* and an approximately 1.4-fold decrease in *frh* mRNA expression levels (Figure 5B from [52,53]). *wc-2* is up-regulated in NMD mutants, which could easily explain the under-compensation phenotype because *wc-1* overexpression alone is sufficient to drive nutritional under-compensation [33]. Curiously, we find that *frh*, the obligate binding partner of the disordered protein FRQ [54], is 18-fold down-regulated in response to carbon starvation in wild-type *Neurospora* [55] (S4 Fig). In fact, both *prd-1* and *frh* are among the top 220 genes in the entire *Neurospora* transcriptome that decrease in expression after glucose starvation. WC-2 levels are on average approximately 1.7-fold up-regulated in the Δ*upf1*^*prd-6*^ mutant background, while FRH levels are unchanged (Fig 3D). Thus, period shortening with increasing nutrient levels in NMD mutants (Fig 3A) can be explained by an increase in the mRNA and protein expression of CKIa (Fig 3B–3D) [52] and by higher levels of WC-2 protein (Fig 3D).

Mutations in two genes, NCU02152 (FGSC16956) and NCU09014 (FGSC12033), revealed unique nutritional phenotypes compared to the remaining set of 12 new under-compensation mutants (Fig 3A and S3 Fig). ΔNCU02152 (FGSC16956) had the shortest period phenotype observed in the entire primary and secondary screens (S1 Table). NCU02152 was undescribed in the *Neurospora* literature but contains protein domain homology to the mammalian Cleavage and Polyadenylation Specificity Factor subunit 6 (*CPSF6*). CPSF6 is a member of the CFIm complex, which binds in the 3′ end of nascent mRNAs and facilitates cleavage and poly(A) tail placement. The CFIm complex also contains a second essential component CPSF5. Using the human CPSF5 protein sequence, NCU09014 was confidently identified as its *Neurospora* homolog (reciprocal BLAST e-values = 1e^−72^/3e^−74^). The single mutant ΔNCU09014/Δ*cpsf5* (FGSC12033) had the same short period length as Δ*cpsf6* (S1 Table), which indicates an obligate multimeric complex as with the mammalian CFIm complex [56]. In the tertiary screen, Δ*cpsf5* and Δ*cpsf6* mutants showed progressive period shortening after approximately 60 hours into the circadian free run, specifically when grown on high nutrient medium. Recalling the *prd-1* region-specific Nutritional Compensation phenotype where period defects were seen at the growth front encountering fresh medium, but not at the point of inoculation where nutrients were depleted [37], we checked period length from old/aging tissue surrounding the point of fungal inoculation in Δ*cpsf5* and Δ*cpsf6* mutants. An approximately 18-hour short period length was observed in the old tissue region of Δ*cpsf5* and Δ*cpsf6* mutants grown on high arginine (Fig 4A), compared to an approximately 20-hour period length on zero nutrient medium (S1 Table). This result indicates that Δ*cpsf5* and Δ*cpsf6* mutants must undergo a transition from high-to-low amino acid levels in old tissue to reveal the shorter period defect (S2 Movie). The Δ*cpsf5* and Δ*cpsf6* mutants differ from other under-compensation mutants (Fig 3 and S3 Fig) because the short period defect was induced by amino acids, not by glucose, and because the Nutritional Compensation phenotype is specific to old tissue (Fig 4A).

**Fig 4:**
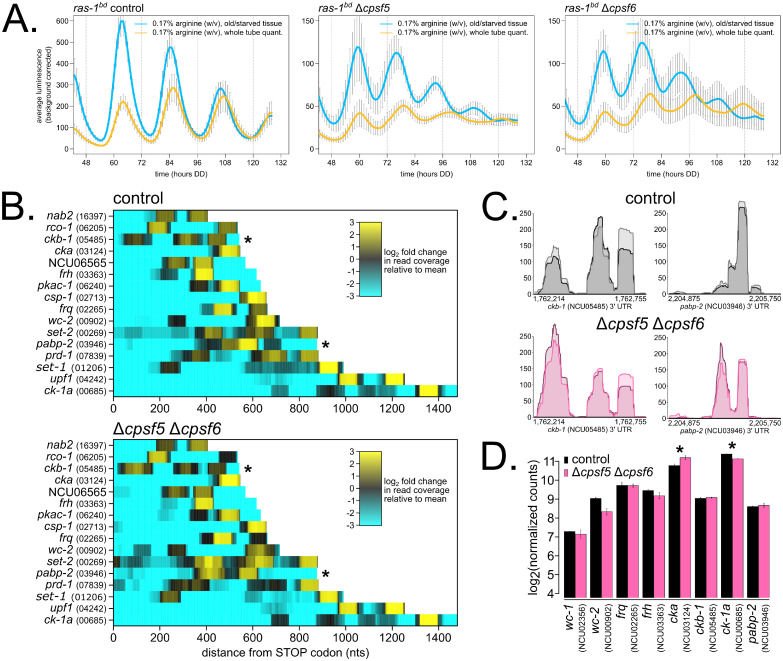
The *Neurospora* CFIm complex is involved in Alternative Polyadenylation (APA), and a subset of core clock and compensation-relevant genes are altered in ΔCFIm mutants. Circadian bioluminescence was recorded from race tube cultures of the indicated strains grown in high amino acid race tube medium (0.17% w/v arginine, 0% glucose). Luciferase signal was acquired from the entire race tube of fungal growth (yellow lines) or from an old tissue region of the race tube (blue lines) (see S2 Movie) (standard deviation error bars). Circadian period lengths were computed for each region (Materials and methods; *N* = 4 race tubes per genotype): control: 21.7 ± 0.2 hours (whole tube), 21.4 ± 0.3 hours (old tissue); Δ*cpsf5*: 19.0 ± 0.5 hours (whole tube), 17.2 ± 0.2 hours (old tissue); Δ*cpsf6*: 19.4 ± 0.3 hours (whole tube), 17.3 ± 0.3 hours (old tissue) (**A**). Wild-type control and Δ*cpsf5* Δ*cpsf6* double mutant cellophane plate cultures were grown in constant light at 25°C for 72 hours on high nutrient medium (0.25% w/v glucose, 0.17% w/v arginine). Total RNA was extracted, and 3′ End Sequencing was performed (*N* = 2 biological replicates per genotype). Sixteen core clock and compensation genes of interest were selected, read pileup data from 3′ UTR regions were extracted, biological duplicate samples averaged together, and heatmaps were generated. Read count pileups are depicted as log_2_-fold changes, and both color scales are normalized to mean counts in the wild-type dataset. Each point along the x-axis represents nucleotide coordinates from the STOP codon for each mRNA (where data from any negative/Crick strand genes are shown in reverse orientation), and genes are ordered along the y-axis by increasing 3′ UTR lengths. Asterisks (*) indicate two genes, *ckb-1* and *pabp-2*, with significantly altered APA patterns between control and mutant (**B**). Genomic tracks were generated using the Gviz package in R to visualize poly(A) read pileups in the 3′ UTR regions of *ckb-1* and *pabp-2*. In the ΔCFIm mutant, poly(A) tail locations are significantly changed for *ckb-1* and *pabp-2* (**C**). Gene expression levels of core clock and compensation genes were measured by normalizing total read counts for each gene (Materials and methods). Log_2_-transformed read counts are shown. Asterisks indicate *p* < 0.05 (*) by Student *t* test comparing mutant to control levels. The *cka*^*prd-3*^ transcript is 1.34-fold up-regulated, and the *ck-1a* transcript is 1.2-fold down-regulated in ΔCFIm (**D**). The raw data underlying parts (**A**) and (**D**) can be found in S4 Data.

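Of the 6949 genes tested by 3′ End Sequencing, 556 passed the limma threshold between ΔCFIm and control (N = 2 libraries per genotype). Of these, 321 were higher and 235 were lower in ΔCFIm. The deposited values cover 7793 genes, the number that the paper gives for genes with an annotated 3′ UTR. They do not cover the whole genome. Without adjustment, 1563 genes had a p under 0.05. Control and ΔCFIm libraries that share a replicate number had weakly correlated deviations from their genotype means (Pearson's r = 0.137 and Spearman's rho = 0.160 across the tested genes, which are not independent replicates). With the replicate number as a block, 890 genes passed (506 higher and 384 lower), including the 556 genes called without it. The block moved the count more than any other alternative, and the lowest count was 390 genes with limma's eBayes step fitted without a trend. Log2 expression had a Pearson correlation of 0.987 between the control libraries, 0.982 between the ΔCFIm libraries, and 0.948 to 0.960 between a control and a ΔCFIm library.

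Of the 16 core clock and compensation genes in Fig 4B, 2 passed the limma threshold, with or without the block and also when p was adjusted over the 16 genes alone. These were *set-2* and *wc-2*. The *set-2* gene (NCU00269, linkage group III, 3236473 to 3240984) had 33.2 ± 18.7 normalized counts in controls and 86.4 ± 0.755 in ΔCFIm (SD, N = 2). Its log2 fold change was 1.47 (SE 0.35, adjusted p = 0.0200 from limma without the block and 0.00551 with it). This gene had few reads, with 19 in control replicate 1 and 48 in control replicate 2, against 88 and 86 in ΔCFIm replicates 1 and 2. The size of its change, though not its direction, therefore depends on which control library is used. The other genes of Fig 4B had log2 fold changes between -0.50 (NCU06565) and 0.42 (*cka* prd-3), and 4 of the 16 genes had an unadjusted p under 0.05.

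**Figure D1:**
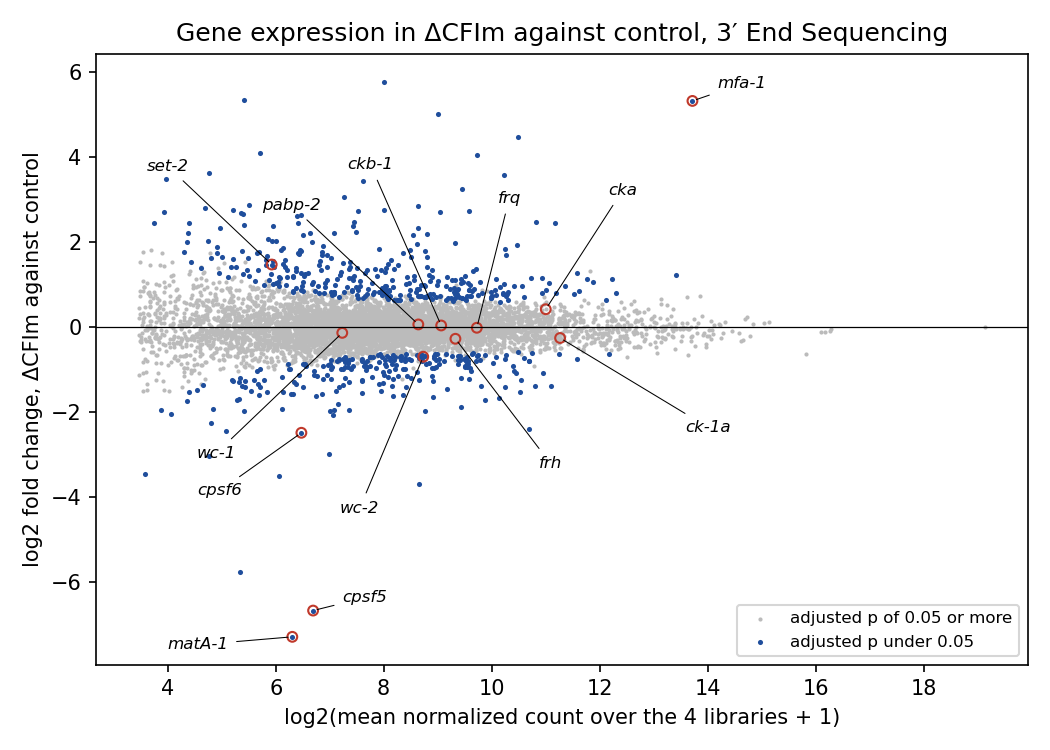
Log2 fold change of each of the 6949 tested genes in ΔCFIm against control (y-axis) plotted against log2 of its mean normalized count over the 4 libraries plus 1 (x-axis). Blue points are the 556 genes with an adjusted p under 0.05 from limma without the replicate block, gray points are the other genes, and red circles mark the deleted genes, the genes of Fig 4D, *set-2*, and the mating genes *matA-1* and *mfa-1*; *wc-2* is the only one of the 8 genes of Fig 4D among the blue points.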

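Among the core clock genes of Fig 4D, *wc-2* (NCU00902, linkage group I, 6815517 to 6819124) had the largest difference between genotypes. Its expression was 525 ± 17.0 normalized counts in controls and 324 ± 38.3 in ΔCFIm (SD, N = 2), a log2 fold change of -0.70 (SE 0.18). The adjusted p from limma was 0.0281 over all tested genes and 0.0136 over the 8 genes of Fig 4D, and with the replicate block these were 0.0105 and 0.00541. With limma's eBayes step fitted without a trend, *wc-2* did not pass over all tested genes (adjusted p = 0.0754) but passed over the 8 genes of Fig 4D (adjusted p = 0.0499). The call was also lost with a per-gene two-sample test that allows unequal variances, while the same per-gene test with equal variances called it. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so no call could rest on it.

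The other core clock genes did not pass the limma threshold, with or without the block. The *frh* gene (NCU03363, linkage group II, 964247 to 968587) had 702 ± 25.8 normalized counts in controls and 581 ± 64.1 in ΔCFIm, a log2 fold change of -0.28 (SE 0.17; adjusted p = 0.376 from limma, and 0.264 with the block). The *wc-1* gene (NCU02356, linkage group VII, 2767393 to 2773846) had 156 ± 0.590 normalized counts in controls and 143 ± 21.4 in ΔCFIm, a log2 fold change of -0.14 (SE 0.20; adjusted p = 0.744 from limma, and 0.705 with the block). The *frq* gene (NCU02265, linkage group VII, 3131640 to 3136464) had 851 ± 104 normalized counts in controls and 838 ± 52.0 in ΔCFIm, a log2 fold change of -0.02 (SE 0.17; adjusted p = 0.967 from limma, and 0.956 with the block). The paper places the predominant poly(A) peak of *frq* past the end of its annotated 3′ UTR. Reads at that peak may not be counted on the gene, so these counts may miss much of the expression of *frq*. They cannot show that its expression was unchanged. With 1 library left out at a time, the log2 fold change of *wc-1* ranged from -0.29 to 0.02 and that of *frq* from -0.14 to 0.11, so the direction of neither was stable between libraries.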

### The Alternative Polyadenylation (APA) landscape is altered in Nutritional Compensation mutants

Given the large period defect observed in Δ*cpsf5* and Δ*cpsf6* mutants (Fig 4A) and other under-compensation mutants related to polyadenylation (Fig 3A), we hypothesized that poly(A) tail maintenance and concurrently the stability of a core clock mRNA(s) is required for Nutritional Compensation. To assay the biochemistry of Δ*cpsf* mutants, we required a solid medium growth regime to carefully control nutrient levels and to confidently compare results to our genetic screen for Nutritional Compensation phenotypes. *Neurospora* biochemistry is traditionally accomplished using extracts from liquid-grown cultures [57,58], where nutrient consumption rates are less well defined and less relevant to the ecological niche of the organism. A cellophane petri plate assay was developed to harvest biomolecules from solid medium cultures of *Neurospora* (Materials and methods) [34]. We confirmed that the circadian clock is equally functional on cellophane plates and in liquid cultures (S5 Fig). We next generated a Δ*cpsf5* Δ*cpsf6* double mutant strain (hereafter referred to as ΔCFIm) and confirmed that its period length and Nutritional Compensation phenotype matched results from race tube assays (S5 Fig). 

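In 3′ End Sequencing, each read lies at the extreme 3′ end of an mRNA, directly before its poly(A) tail. The number of reads assigned to a gene was therefore used as its expression level without a correction for gene length. The paper reports that some 3′ UTRs are annotated too short, and reads past an annotated end may not be counted. A poly(A) site that moves across such an end could change the count of a gene without a change in its expression. Libraries were prepared with the Lexogen QuantSeq 3′ REV kit from 2 control and 2 ΔCFIm cultures. The authors aligned the 75 bp single-end reads to the *Neurospora crassa* OR74A NC12 genome with STAR, counted reads on each gene with HTSeq-count, and normalized the counts by library size with a custom R script. The deposited values are these normalized counts for 7793 genes, and all libraries have the same normalized total. In each library, 100% of the values were whole multiples of the value of 1 read, which ranged from 0.967 to 1.05 normalized counts, so the reads behind every value could be recovered. The reads counted on genes were 5572762 in control replicate 1, 6053869 in control replicate 2, 5923458 in ΔCFIm replicate 1, and 5860829 in ΔCFIm replicate 2. The paper states that 6920000 ± 300000 reads were obtained per sample, and the values given here use the reads counted on genes. At this depth, a floor of 3 reads corresponds to between 2.90 and 3.15 normalized counts in the 4 libraries. This floor covers counting error only, since PCR copies of a molecule are not independent reads. Gene expression was compared between genotypes with limma on log2(normalized count + 1), which understates the change of genes with low counts. The comparison covered the 6949 genes with a mean of at least 10 normalized counts, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05.

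The deleted genes were examined first. The *cpsf5* gene (NCU09014, linkage group III, 4240753 to 4242442 in NC12) had 214 and 192 normalized counts in control replicates 1 and 2. It had 2.96 and 0 normalized counts in ΔCFIm replicates 1 and 2, at or under the floor, and was at least 67.7-fold lower in ΔCFIm than in controls. The *cpsf6* gene (NCU02152, linkage group I, 1067739 to 1071303) had 141 and 160 normalized counts in controls and 25.7 and 26.0 in ΔCFIm, which kept 17.2% of the control mean. The *csr-1* locus (NCU00726), where the luciferase reporter is integrated, had 0 reads in all 4 libraries. The mating-type gene *matA-1* (NCU01958, linkage group I, 1860692 to 1862194) had 152 and 160 normalized counts in controls and 0 in both ΔCFIm libraries, so the libraries of the genotypes differed at this gene as well as at the deleted genes. If the strains differ in mating type, that difference is part of every comparison between the genotypes given here.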

Biological duplicate wild-type control and ΔCFIm mutant cellophane plates were grown at 25°C under constant light for 3 days on high nutrient medium (containing 0.25% w/v glucose 0.17% w/v arginine; high-to-low nutrient transition will occur in aged tissue before 72 hours growth), and total RNA was extracted for 3′ End Sequencing (Materials and methods).

Nascent mRNA transcripts can contain multiple sites for polyadenylation to occur, which is known as Alternative Polyadenylation (APA). APA events generate mRNA isoforms with variable 3′ UTR lengths and nucleotide sequences (reviewed in [59]). Along with other factors involved in mRNA 3′ end cleavage and polyadenylation, CFIm mutants have been shown to alter APA patterns genome wide [60–62]. Changes in APA have been directly linked to RNA stability in yeast and in mammals [63,64]. We first sought to identify normal instances of APA in wild-type *Neurospora* 3′ UTRs by comparing our 3′ End Sequencing dataset to an existing 2P-Seq dataset [65] (Materials and methods). A total of 843 consensus genes (>10% of *Neurospora* 3′ UTRs) contain multiple poly(A) sites after applying a strict intersection cutoff for identification in all 4 wild-type datasets (S3 Table), which is a lower genome-wide estimate than >60% APA in mammals. Next comparing ΔCFIm and controls, we found 193 examples of APA events in controls collapsing to a single poly(A) peak in mutants (21%), 123 examples of a single poly(A) peak in controls expanding to multiple APA events in mutants (13%), and 155 examples of APA events in both control and mutant where the location of the predominant poly(A) peak was significantly changed in mutants (16%) (S4 Table and S6 Fig). Taken together, approximately 50% of the APA landscape is altered in *Neurospora* ΔCFIm mutants. Knockdown of the mammalian CFIm complex causes global 3′ UTR shortening, as proximal poly(A) sites become preferred over distal poly(A) sites [60–62]. In *Neurospora*, we find that a distal-to-proximal shift occurs in a majority (63%) of the 155 altered APA events in the ΔCFIm mutant.

Nine core clock and compensation genes are among the consensus list of 3′ UTRs with APA events: *ck-1a* (NCU00685), *frq* (NCU02265), *upf1*^*prd-6*^ (NCU04242), *ckb-1* (*NCU05485*), *rco-1* (NCU06205), *pkac-1* (NCU06240), NCU06565, *prd-1* (NCU07839), and *nab2* (NCU16397) (S3 Table). Given the strict cutoff for consensus APA, we added 7 additional genes after visual inspection: *set-2* (NCU00269), *wc-2* (NCU00902), *set-1* (NCU01206), *csp-1* (NCU02713), *cka*^*prd-3*^ (NCU03124), *frh* (NCU03363), and *pabp-2* (NCU03946). 3′ UTR regions containing APA events were visualized in a heatmap (Fig 4B). Two out of 16 genes of interest, *ckb-1* and *pabp-2*, are among the list of genes with altered APA patterns in the ΔCFIm mutant (S4 Table and Fig 4B, asterisks *). poly(A) read pileups were visualized for 3′ UTRs of *ckb-1* and *pabp-2* to confirm significant reorganization of poly(A) tail locations in the ΔCFIm mutant (Fig 4C). Following our original hypothesis, altered 3′ UTR length in ΔCFIm should lead to altered mRNA stability and changes in gene expression compared to control samples. 

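Changes in gene expression were examined in the 1447 tested genes of S4 Table, each with APA events in control or mutant, by the kind of change in APA. Each list was tested against all other genes of the table, which include the genes of the other two lists. The 193 genes whose poly(A) peaks collapsed to a single peak in ΔCFIm had a median log2 fold change of -0.05, which differed by -0.02 from that of the other 1254 genes (adjusted p = 0.889 from limma's camera test over the 3 lists, and 0.960 with the replicate block). The 123 genes that expanded from a single peak to multiple peaks had a median of 0.04, a difference of 0.08 from the other 1324 genes (adjusted p = 0.630, and 0.697 with the block). The 155 genes whose predominant peak moved had a median of -0.05, a difference of -0.02 from the other 1292 genes (adjusted p = 0.630, and 0.758 with the block). The alternative that moved the difference of the expanded genes most, to 0.04, set them against 123 genes matched on mean expression. These were drawn at random from genes in none of the lists, so the part of the move due to matching cannot be told.

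The share of genes past the limma threshold was 39 of the 471 genes with altered APA (8.28%) and 71 of the 976 genes in none of the lists (7.27%; two-sided Fisher's exact test, p = 0.526). With the block, these were 63 (13.4%) and 120 (12.3%; Fisher's exact test, p = 0.556). The median absolute log2 fold change was 0.22 in the genes with altered APA and 0.20 in the others (two-sided permutation test with 100000 resamples of list membership, p = 0.125). Genes are not independent replicates, so this permutation describes these 4 libraries. Of the genes shown in S6 Fig, *sub-1* (NCU01154, linkage group V, 3059102 to 3062061; collapsed) rose from 175 ± 20.2 to 311 ± 59.5 normalized counts (SD, N = 2; log2 fold change 0.82, SE 0.20, adjusted p = 0.0243 from limma and 0.00585 with the block). NCU16757 (linkage group IV, 1401245 to 1403435; predominant peak moved) had a log2 fold change of -0.65 (SE 0.17, adjusted p = 0.0354 from limma and 0.0101 with the block). The paper shows it as a proximal-to-distal shift. Whether reads moved past its annotated end, and so left its count, cannot be told from counts per gene. The same limit holds for the APA lists. The histone H2B gene (NCU02435; expanded) and *ccg-6* (NCU01418; predominant peak moved) did not pass the threshold, with log2 fold changes of -0.21 and -0.36.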

An extremely slight and statistically nonsignificant increase (*t* test, *p* = 0.5) was observed for both *ckb-1* and *pabp-2* gene expression levels (Fig 4D). *ckb-1* encodes the regulatory subunit of *Neurospora* CKII, and interestingly, the catalytic alpha subunit of CKII (*cka*^*prd-3*^) increased significantly in the ΔCFIm mutant, despite no visible changes in 3′ UTR poly(A) sequence coverage for *cka*^*prd-3*^ (Fig 4B). In addition, *ck-1a* gene expression levels are modestly (1.2-fold) but significantly decreased in ΔCFIm (Fig 4D), a result that is counterintuitive given the mutant’s short period length phenotype [52]. 

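The *ckb-1* gene (NCU05485, linkage group VI, 1760710 to 1762755) had 527 ± 19.7 normalized counts in controls and 541 ± 9.28 in ΔCFIm (SD, N = 2). Its log2 fold change of 0.04 (SE 0.17) was smaller than its standard error (adjusted p = 0.928 from limma over all tested genes, and 0.909 with the replicate block). The *pabp-2* gene (NCU03946, linkage group VI, 2203485 to 2205750) had 389 ± 8.54 normalized counts in controls and 407 ± 27.1 in ΔCFIm, a log2 fold change of 0.06 (SE 0.17; adjusted p = 0.874 from limma, and 0.848 with the block). Leaving out 1 library at a time gave log2 fold changes between -0.0016 and 0.07 for *ckb-1* and between -0.0069 and 0.13 for *pabp-2*.

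The *cka* prd-3 gene (NCU03124, linkage group I, 4642603 to 4644949) had 1679 and 1823 normalized counts in control replicates 1 and 2 (mean 1751 ± 102) and 2452 and 2232 in ΔCFIm replicates 1 and 2 (mean 2342 ± 156). This was a 1.34-fold increase, or a log2 fold change of 0.42 (SE 0.17), and it stayed between 0.35 and 0.49 with 1 library left out at a time. The adjusted p from limma was 0.153 over all tested genes and 0.108 over the 8 genes of Fig 4D, and with the block 0.0833 and 0.0571, so *cka* prd-3 did not pass the limma threshold. It passed a threshold of 0.05 in a per-gene two-sample test of log2 values without adjustment, with equal or with unequal variances. The paper had hypothesized that altered 3′ UTRs change mRNA stability and with it gene expression. It reports that *ckb-1* and *pabp-2*, the genes of interest with altered APA, did not change significantly, while *cka* prd-3, with no visible change in its 3′ UTR, increased.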

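The *ck-1a* gene (NCU00685, linkage group I, 7563308 to 7567354) had 2675 and 2686 normalized counts in control replicates 1 and 2 and 2247 and 2234 in ΔCFIm replicates 1 and 2. The means were 2680.3 ± 7.60 and 2240.4 ± 9.15 (SD, N = 2), a 1.20-fold decrease with a log2 fold change of -0.26 (SE 0.16). The difference exceeded the spread between the duplicate libraries of this gene, and it passed a per-gene two-sample test of log2 values with equal or with unequal variances. It did not pass limma, which pools the spread of genes of similar expression, where the adjusted p was 0.389 over all tested genes and 0.282 over the genes of Fig 4D. With the replicate block, these were 0.286 and 0.202. The pooled SD of *ck-1a* on the log2 scale was 0.0051, against a median of 0.161 for the 200 tested genes nearest to it in mean expression.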

Future work will determine whether overexpression of CKII underlies the ΔCFIm short period length and Nutritional Compensation phenotypes.

### Chromatin modifiers emerge as key regulators of circadian period length across nutrients

We next examined the 4 new over-compensation mutants identified in our genetic screen, where period lengthens as a function of nutrient levels (Fig 5A and S1 Table). The wild-type *Neurospora* clock is slightly under-compensated (Figs 1–3), and, therefore, this group of over-compensation mutants, together with *prd-1* (Fig 2B) [37], represent clear and bona fide Nutritional Compensation defects. Protein Kinase A (*pkac-1*) shows extended compensation, or approximately the same period length at zero and high nutrients (Fig 5A). The effect of loss of PKA on Nutritional Compensation is subtle and likely due to its phosphorylation and inhibition of RCM-1, activating WCC-independent *frq* transcription—RCM-1 normally acts as a general transcription corepressor with RCO-1 and prevents *frq* transcription in a Δ*wc-1* or Δ*wc-2* background [35,66]; however, a Δ*rcm-1* mutant did have normal Nutritional Compensation in our screen (S1 Table). PKA also directly regulates WCC and FRQ by phosphorylation [67]; thus, an alternative explanation for its extended compensation phenotype (and the lack of phenotype in Δ*rcm-1*) could be nutrient-dependent posttranslational regulation of core clock proteins.

**Fig 5:**
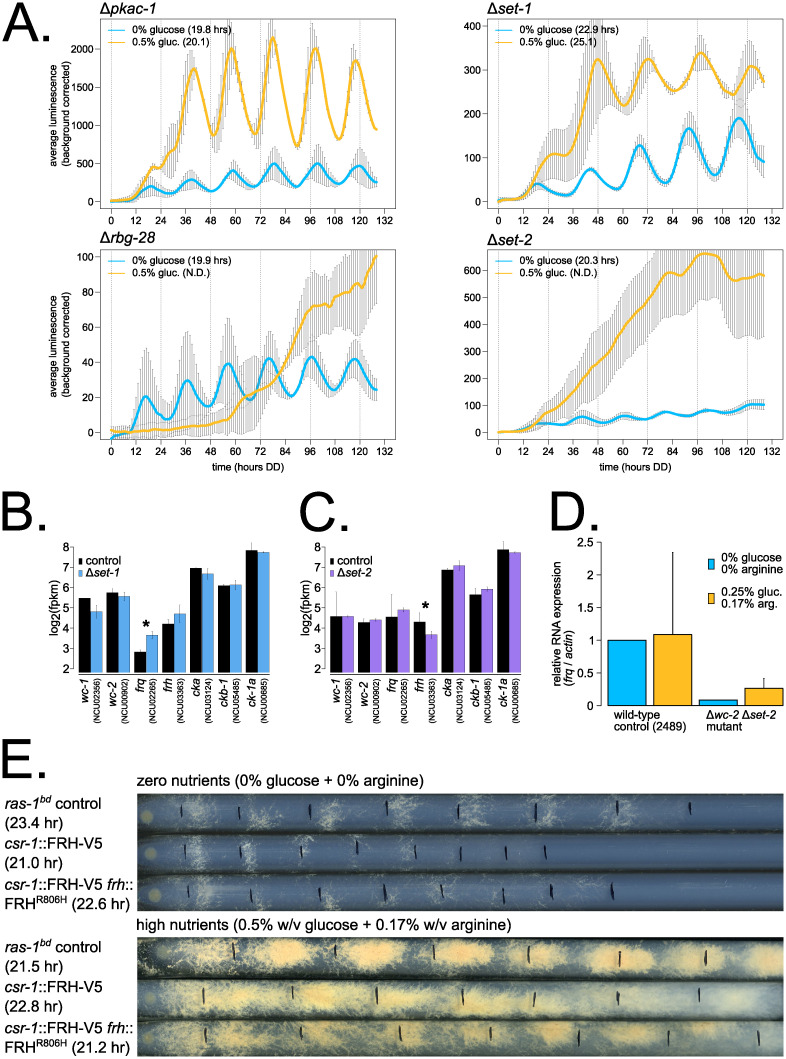
Nutritional over-compensation mutants are enriched for chromatin regulators, implicating *frh* regulation in Nutritional Compensation mechanism. Circadian bioluminescence was recorded from race tube cultures of the indicated deletion mutants. High nutrient medium (yellow lines) contained 0.5% w/v glucose 0.17% w/v arginine, and zero nutrient medium (blue lines) contained 0% glucose 0% arginine (standard deviation error bars). Period lengths are indicated as insets (*N* = 2–4 biological replicates per nutrient concentration) (**A**). RNA-Sequencing data were mined from a previous study [71] (Materials and methods), where 2% (high) glucose liquid cultures were harvested at circadian time point DD24. Log_2_-transformed FPKM values are shown for core clock gene expression levels (*N* = 2 biological replicates per genotype). The asterisk indicates *p* = 0.05 (*) by Student *t* test comparing mutant to control levels. The *frq* transcript is 1.78-fold more abundant in Δ*set-1* (**B**). RNA-Sequencing data were mined from a previous study [73] (Materials and methods), where 1.5% (high) sucrose liquid cultures were sampled. Log_2_-transformed FPKM values are shown for core clock gene expression levels (*N* = 2 biological replicates for Δ*set-2*, and *N* = 6 biological replicates for controls). The asterisk indicates *p* < 0.05 (*) by Student *t* test comparing mutant to control levels. The *frh* transcript is 1.61-fold less abundant in Δ*set-2* (**C**). RNA expression levels were measured from the indicated genotypes grown on 0.25% w/v glucose + 0.17% w/v arginine high nutrients versus zero nutrient (0% glucose + 0% arginine) solid medium for 72 hours in constant light at 25°C (*N* = 2 biological replicate samples; *N* = 3 technical replicates for each RT-qPCR reaction; standard deviation error bars). *frq* mRNA expression levels are detectable in the WCC-independent transcription mutant Δ*wc-2* Δ*set-2* at zero nutrients but are reduced compared to the high nutrient condition, suggesting that nutrients contribute to the extent of WCC-independent *frq* transcription (**D**). The entire *frh* locus (plus 1 kb of its upstream promoter sequence, a C-terminal V5 epitope tag, and 500 bp of its 3′ UTR) was integrated at the *csr-1* locus (strain # 1192–1). In a second mutant with full-length *frh* integrated at *csr-1*, the endogenous *frh* locus was replaced with the FRH^R806H^ mutant and marked with ignite resistance (strain # 1163–1). The *frh* + *frh* overexpression mutant, the *frh* + *frh*^R806H^ mutant, and control strain were compared by race tube (*N* = 10–19 biological replicates). The *frh* overexpression condition led to nutritional over-compensation (zero nutrients: 21.0 ± 1.3 hour [SEM: 0.29; *N* = 19]; high nutrients: 22.8 ± 0.8 hour [SEM: 0.19; *N* = 19]). The *frh* + *frh*^R806H^ mutant (zero nutrients: 22.6 ± 1.3 hour [SEM: 0.42; *N* = 10]; high nutrients: 21.2 ± 1.1 hour [SEM: 0.35; *N* = 10]) and control (zero nutrients: 23.4 ± 0.5 hour [SEM: 0.13; *N* = 13]; high nutrients: 21.5 ± 0.4 hour [SEM: 0.13; *N* = 12]) showed slight under-compensation to nutrients (**E**). The raw data underlying parts (**A**–**E**) can be found in S5 Data.

RBG-28 (NCU02961, FGSC16412) is a broadly conserved ribosome biogenesis factor in fungi, currently uncharacterized in the *Neurospora* literature but homologous to *RNH70* (YGR276C) in *S*. *cerevisiae*. Rnh70p (Rex1p) is a 3′- to 5′ exonuclease involved in 5S and 5.8S rRNA processing [68]. The completely arrhythmic phenotype of Δ*rbg-28* on high nutrients (Fig 5A) is intriguing and implicates translational machinery in Nutritional Compensation for the first time (see Discussion).

Half of the novel over-compensation mutants are involved in chromatin regulation and both contain SET domains (reviewed in [69]). SET-1 (NCU01206) is a histone H3 lysine 4 (K4) methyltransferase and the catalytic subunit of the COMPASS complex in *Neurospora*. Δ*set-1* was previously reported to be arrhythmic [70], but here we find an increasing period length as a function of glucose levels (Fig 5A). SET-1 was convincingly shown to regulate methylation levels and transcriptional repression at the *frq* locus [70,71], and upon reanalysis of the Δ*set-1* transcriptome, *frq* is the only core clock gene significantly altered in the Δ*set-1* mutant due to loss of repression (Fig 5B). The Δ*set-1* nutritional over-compensation phenotype is consistent with loss of chromatin repression on *frq*—as glucose levels increase, more cellular energy is available for transcription/translation, and circadian period is lengthened due to high *frq* levels and prolonged negative feedback. This SET-1 nutritional mechanism is analogous to CKII’s role in regulating the larger pool of FRQ protein at higher temperatures in Temperature Compensation [21].

Because the Δ*set-1* mutant was reported to be arrhythmic in previous work [70], yet we identified period lengthening as a function of nutrients, we investigated whether the role of SET-1 in Nutritional Compensation involved its reported role in the COMPASS complex. The *frq* clock box transcriptional reporter was integrated into individual knockouts of COMPASS complex subunits, which were previously assayed only by race tube [70]. Consistent with previous findings, *swd2* (NCU07885) and *sdc1* (NCU03037) are not required for circadian function and have a wild-type period length by luciferase assay (S7 Fig) and by race tube [70]. Curiously, Δ*swd1* (NCU02104) had an intact clock by luciferase (S7 Fig) despite its arrhythmic phenotype by race tube [70]. *set-1* and *swd3* (NCU03244) mutants each had approximately 24-hour long period phenotypes by luciferase assay (S7 Fig). To investigate whether the long period phenotype of Δ*set-1* was exclusively due to loss of function of the COMPASS complex, we generated a double mutant Δ*set-1* Δ*swd3* and assayed period length and Nutritional Compensation. The single and double mutants each showed equivalent period lengthening and extended or over-compensation to nutrients (S7 Fig). Thus, SET-1 and the COMPASS complex are required for functional Nutritional Compensation through direct regulation of *frq* mRNA abundance.

SET-2 (NCU00269) is a histone H3 K36 methyltransferase in *Neurospora*, which deposits inhibitory chromatin marks in actively transcribed regions via a physical association with RNA Polymerase II and prevents improper transcription initiation inside coding regions [72,73]. Δ*set-2* was also previously reported to be arrhythmic [35,74], but here we find low amplitude Δ*set-2* rhythms that are completely intact with a short period length on nutrient starvation medium (Fig 5A) and an arrhythmic phenotype observed at high nutrients (S3 Movie). SET-2 is required to maintain H3K36me2 and H3K36me3 marks across the *frq* locus, and the Δ*set-2* mutant results in hyper-acetylation of *frq*, improper activation of WCC-independent *frq* transcription, constitutively high *frq* expression levels, and, presumably, the arrhythmic clock phenotype observed under high nutrients [35,74]. Our result indicates for the first time that WCC-independent *frq* transcription is nutrient dependent and only reaches levels sufficient for arrhythmicity at high nutrient levels. To test this hypothesis, we assayed *frq* mRNA expression level by quantitative reverse transcription PCR (RT-qPCR) on high versus zero nutrients in control compared to a Δ*wc-2* Δ*set-2* double mutant. We observed less WCC-independent *frq* transcription in the zero nutrient condition compared to high nutrients under constant light conditions (Fig 5D).

However, low WCC-independent *frq* transcription does not explain the short period length of the Δ*set-2* mutant in zero nutrient medium (Fig 5A), as low WCC expression results in lengthened periods [75]. Curiously, upon mining existing data for the Δ*set-2* transcriptome, *frq* levels were not significantly increased, and instead *frh* levels were down-regulated (Fig 5C). *frh* is among the top down-regulated genes during glucose starvation (S4 Fig), and perhaps Δ*set-2* further affects *frh* transcription, leading to a circadian period change. Notably, two RNA helicases physically associated with the mammalian negative arm complex, DDX5 and DHX9, show a short period length upon siRNA knockdown [76], and so decreased levels of the *frh* helicase in Δ*set-2* could potentially explain its short period phenotype. To test whether *frh* gene expression regulation is important for Nutritional Compensation, we used a mutant background with a second copy of full-length *frh* expressed at the *csr-1* locus (strain # 1192–1 from [54]). Increased expression of *frh* directly caused a nutritional over-compensation phenotype, demonstrating that down-regulation of *frh* mRNA under starvation conditions is physiologically relevant to the circadian clock (Fig 5E and S4 Fig). Furthermore, the extra copy of FRH requires circadian functionality to produce the over-compensation phenotype. The FRH^R806H^ mutant, which preserves its helicase activity but cannot bind FRQ [77], expressed as the second copy of FRH (strain # 1163–1 from [54]) matches the wild-type nutritional under-compensation profile (Fig 5E).

Taken together, our genetic screen revealed mRNA stability, polyadenylation, and chromatin modifier pathways converging on gene expression regulation to enact circadian Nutritional Compensation in fungi. Nutritional Compensation effectors then directly regulate core clock factors, such as *wc-1*, *wc-2*, *frh*, and *ck-1a* gene expression levels, to maintain circadian period length across nutrient environments.

### Nutritional Compensation also functions in a mammalian circadian system

Compensation is a defining principle of circadian oscillators. Temperature Compensation mechanisms are active in mammalian tissue culture [17,18], despite long evolutionary timescales in homeothermic organisms. Thus, we hypothesized that Nutritional Compensation is also a conserved feature between the fungal and mammalian circadian clocks. Four previous studies hinted that Nutritional Compensation mechanisms may be actively maintaining circadian period length across physiologically relevant nutrient environments.

Inhibiting transcription using *α*-amanitin or actinomycin D against RNA Polymerase II activity led to dose-dependent shortening of the NIH3T3 period length [78]. In other words, the mammalian circadian oscillator is over-compensated with respect to transcription rates, reminiscent of temperature over-compensation observed in *Gonyaulax* [2]. Similarly, induction of autophagy and amino acid starvation shortens period length in mouse embryonic fibroblast (MEFs) [79], once again indicating an over-compensation phenotype to amino acid levels in mammals. Varying levels of FBS do not alter the circadian period length in NIH3T3 cells [80] despite substantial changes in cell growth rate. Rhythms at the single-cell level of MEFs grown in microfluidic devices show slight period shortening when cells were given fresh medium every hour compared to a single medium supply at the beginning of the experiment, suggesting instead nutritional under-compensation [81]. Thus, preliminary evidence is consistent with functional Nutritional Compensation in the mammalian circadian system.

We used a U2OS *Bmal1*-*dLuc* reporter cell line to compare rhythms in high versus low glucose medium and found a slight under-compensation phenotype (S8 Fig), similar to the single-cell rhythms report [81]. Period length was 0.5 hours shorter in 25 mM (high) glucose compared to 5.56 mM (low) glucose, trending in the same direction as the approximately 1.5-hour period shortening seen for the wild-type *Neurospora* clock across glucose concentrations (Figs 1–3). In this circadian assay, *Bmal1*-*dLuc* cells have reached confluency and are no longer actively dividing, but metabolism and drug responses of cultured cells are reported to be significantly different in high versus low glucose tissue culture medium (reviewed in [82]).

Maintenance of circadian period length between high and low glucose medium and a small amount of literature precedent does not, however, prove the relevance of Nutritional Compensation to the mammalian clock. A mutant phenotype showing nutrient-dependent period changes (i.e., defective Nutritional Compensation) would provide much stronger evidence for the biological relevance of compensation. Therefore, we selected two compensation mutants from our fungal genetic screen—Δ*cpsf6* (NCU02152) and Δ*set-2* (NCU00269)—and identified the homologous human genes *CPSF6* and *SETD2* (reciprocal BLAST e-values = 7e^−6^/7e^−8^ for Cpsf6 and 4.4e^−61^/5.7e^−62^ for Set-2). If the circadian functions of *CPSF6* or *SETD2* are indeed conserved with *Neurospora*, we expected to observe a period length change as well as a Nutritional Compensation defect. *CPSF6* and *SETD2* were not among the hits from a genome-wide screen for period length defects using U2OS cells [83] or tested in a kinase/phosphatase siRNA screen [84]; however, visual inspection of the genome-wide screen data confirmed that a subset of the pooled siRNAs did show period effects after *CPSF6* or *SETD2* knockdown (source: BioGPS database, “Circadian Genomics Screen” plugin). Thus, we used the U2OS siRNA genome-wide screen database [83] as preliminary data to select *CPSF6* and *SETD2* for further study.

*CPSF6* and *SETD2* were knocked down using siRNAs in *Bmal1*-*dLuc* cells, and period length was measured from high and low glucose medium (Fig 6). AllStars Negative Control siRNA, which does not target any known mammalian transcript, was used as an internal control for each biological replicate assay, and *CRY2* siRNA knockdown was used as a positive control for a known long period phenotype [85,86]. Control *Bmal1*-*dLuc* cells had a slight under-compensation phenotype (Fig 6A), matching preliminary results (S8 Fig). *CRY2* knockdown lengthened period by approximately 4 hours in both high and low glucose conditions, indicating no effect on Nutritional Compensation (Fig 6A). *CPSF6* knockdown lengthened period by approximately 1.5 hours in high glucose and further lengthened period by approximately 3 hours in low glucose, indicating an under-compensation phenotype compared to control cells (Fig 6A). The long period observed in *CPSF6* knockdowns was the opposite of the short period phenotype in *Neurospora* (Fig 4A). Most interestingly, *SETD2* knockdown drastically increased the amplitude and magnitude of the *Bmal1*-*dLuc* transcriptional reporter compared to controls. As with *Neurospora*, *SETD2* knockdown rhythms were less robust (Figs 5A and 6A). *SETD2* knockdown lengthened period by approximately 2.5 hours in high glucose but only lengthened period by approximately 1 hour in low glucose (Fig 6A). To further validate nutritional over-compensation in *SETD2* knockdowns, *Bmal1*-*dLuc* cells were compared across higher concentrations of glucose with more robust rhythms (Fig 6B). Just like *Neurospora*, *SETD2* mutants show a nutritional over-compensation phenotype. This genetic evidence strongly suggests that Nutritional Compensation mechanisms also regulate the mammalian circadian clock in physiologically relevant environments.

**Fig 6:**
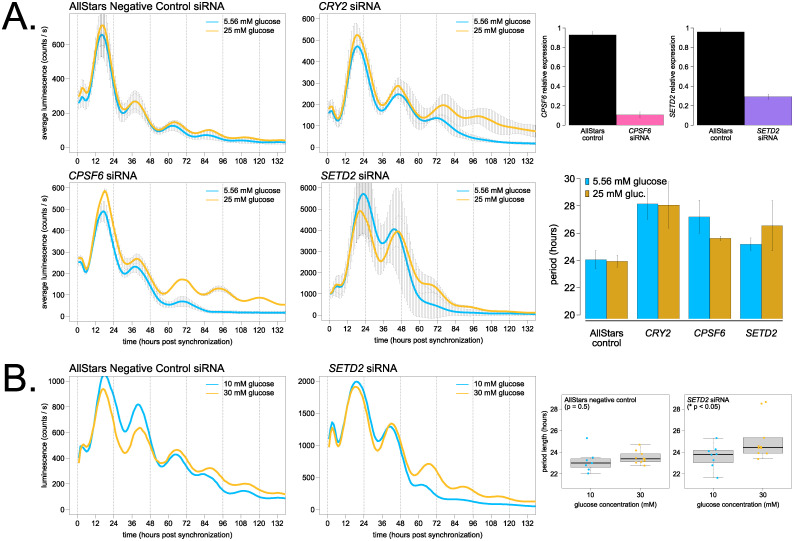
*CPSF6* and *SETD2* are required for normal Nutritional Compensation of U2OS *Bmal1-dLuc* cells cultured in high versus low glucose. U2OS cells were transfected with the indicated siRNAs (15 pmol total), incubated for 2 days, and *Bmal1-dLuc* rhythms were measured for 5–6 days following dexamethasone synchronization. Knocked-down cells were assayed in either MEM high glucose (yellow lines) or MEM low glucose (blue lines) medium. Averaged luciferase traces are shown for each glucose concentration without detrending or further data manipulation (*N* = 6 biological/technical replicates for AllStars negative controls; *N* = 4 biological/technical replicates for other siRNA knockdowns per nutrient concentration; standard deviation error bars). siRNA knockdown efficiency was measured using RT-qPCR relative to nontransfected control samples (Materials and methods). Approximately 90% knockdown was achieved for *CPSF6*, and approximately 70% knockdown for *SETD2* under these experimental conditions (*N* = 2 biological replicate samples each with *N* = 3 technical replicate RT-qPCR reactions). Period lengths were calculated and averaged for all replicates (**A**). siRNA knocked-down cells were assayed in either DMEM 30 mM glucose (yellow lines) or DMEM 10 mM glucose (blue lines) medium. One representative luciferase trace is shown (*N* = 7–10 biological/technical replicates per nutrient concentration). Period lengths were calculated and averaged for all replicates and plotted as boxplots (**B**). Average period lengths were as follows: 23.2 ± 1.1 hours (low glucose control) and 23.5 ± 0.6 hours (high glucose control); 23.6 ± 1.1 hours (low glucose *SETD2* knockdown); and 25.2 ± 1.8 hours (high glucose *SETD2* knockdown) (* *p* < 0.05, Student *t* test). The raw data underlying parts (**A**) and (**B**) can be found in S6 Data.

## Discussion

We present the largest genetic screen to date for mutants displaying altered circadian Nutritional Compensation (S1 and S2 Tables and Fig 2C). Together with a recent survey of 177 transcription factor knockouts [50], circadian functional genomics is well underway utilizing the *Neurospora* deletion collection [43]. In this study, 16 new Nutritional Compensation mutants were identified and characterized along with the 4 previously characterized mutants (Δ*csp-1*, *prd-1*, Δ*rco-1*, and Δ*ras2*)—fungal Nutritional Compensation occurs at the level of gene regulation and involves transcription factors, RNA helicases, chromatin modifiers, and polyadenylation machinery. Nutritional Compensation effectors are responsible for directly regulating the core oscillator to maintain the circadian period length across different nutrient levels. In high nutrient environments, CSP-1 forms a negative feedback loop on WCC expression and activity by inhibiting *wc-1* overexpression and preventing nutritional under-compensation [32,33]. RCO-1, SET-2, and possibly PKA are required to block WCC-independent *frq* transcription in high nutrient conditions (Fig 5) [34,35,74]. More broadly, repressive chromatin marks at the *frq* locus, including those regulated by SET-2, SET-1, and the COMPASS complex, are required to maintain Nutritional Compensation, especially in high nutrients (Fig 5 and S7 Fig). The NMD machinery is required for circadian function through its regulation of *ck-1a* expression [52], and *ck-1a* transcript stability appears to undergo additional, nutrient-dependent regulation because deletion of the *ck-1a* 3′ UTR (its NMD-targeting sequence) causes nutritional under-compensation (Fig 3C). The APA landscape in *Neurospora* is dynamic across nutrient conditions and requires CFIm complex activity (Fig 4).

This screen and associated candidates have opened up several avenues for further work on Nutritional Compensation mechanisms in *Neurospora*. For instance, PRD-1 RNA helicase target genes under high glucose conditions are completely unknown. In this study, we provide some evidence that CKII activity is altered in ΔCFIm mutants (Fig 4), but the effect of CKII overexpression on both circadian period length and Nutritional Compensation remains to be tested. Genetic screens extending from this work can examine both transcription factor and chromatin modifier knockouts for Nutritional Compensation phenotypes. Curiously, the subset of chromatin readers and writers that have been screened to date (using standard medium conditions) have an unusually high approximately 15% hit rate for circadian period defects [87,88]. In this study, chromatin modifiers not only regulate chromatin state at the *frq* locus, but dynamic expression of *frh* across nutrient levels may also be involved in compensation, potentially mediated by SET-2 (Fig 5C and 5E). Intriguingly, quantitative modeling has suggested that nutrient-dependent FRH sequestration away from the negative arm complex is a plausible mechanism for Nutritional Compensation [89]. Mechanistic work in prokaryotes has indicated that Nutritional Compensation can be derived from the same core clock enzyme, KaiC, through its protein domains with equal and opposite balancing reaction rates [90,91]. In fungi and perhaps other eukaryotic clocks, Nutritional Compensation appears to be maintained through regulation of multiple different core clock factors, including *wc-1*, *wc-2*, *frh*, and *ck-1a*. Nutritional Compensation mechanisms very likely extend to other physiological environmental variables such as nitrogen sources and levels [92], vitamins, and soil pH [93].

This work establishes Nutritional Compensation in the mammalian circadian clock for the first time, and its clinical relevance may be high. There is a direct link between pancreatic clock function and risk for type 2 diabetes [94]. Fasting glucose concentration in human serum is approximately 5 mM in healthy controls, but glucose levels can increase by 3+ orders of magnitude in type 2 diabetic hyperglycemia [95,96]. Thus, deleterious SNPs in Nutritional Compensation-relevant genes could exacerbate disease outcomes when cellular clocks encounter nutrients outside of the physiological range. In addition to Nutritional Compensation, there is a large body of quality literature describing the set of metabolites and metabolic enzymes that can directly feed back and affect circadian function, including adenosine monophosphate (AMP) and AMP kinase, nicotinamide adenine dinucleotide (NAD+) and SIRT1 activity, acetylglucosamine (O-GlcNAc) [97], and mTOR activity [98] (reviewed in [99–102]). In *Neurospora*, extensive metabolic rhythms are also present [45,103], and rhythmic metabolic reaction fluxes likely function similarly to the mammalian clock [104–106]. For the mammalian clock, it will be critical to define “physiologically relevant” nutrient levels, which could vary by organ or even cell type. A high-fat diet has been shown to lengthen circadian behavioral rhythms by approximately 0.5 hours [107], suggesting an over-compensation phenotype. In this study, we observed nutritional under-compensation in U2OS osteosarcoma cells (Fig 6). Does a high-fat diet push cells out of the physiological range of compensation for the circadian oscillator, or are different mammalian cell types differentially over- or under-compensated to nutrients? Notably, time-restricted feeding has been shown to alleviate circadian disruption and some metabolic consequences of a high-fat diet [108,109]. Future work will implement more metabolically relevant cell types, such as hepatocytes and adipocytes [110], to answer these questions about mammalian clock compensation.

Circadian control of polyadenylation is an emerging topic. Modern transcriptomic approaches have identified hundreds of rhythmic APA events in mice and in plants [111–114]. We and others have begun to define the set of APA events in *Neurospora* [65] (S3 Table), which can be extended to circadian APA events. In *Neurospora*, CPSF5 may physically interact with the negative arm complex [56]. Two cleavage and polyadenylation factors (CPSF1 and 7) were found to physically interact with the negative arm complex in mice [115], and *CPSF6* oscillates at the transcriptional level in mouse kidney and brain [116]. During preparation of this manuscript, circadian colleagues reported the long period length of *CPSF6* knockdown [117], which our results further support (Fig 6A). Interestingly, *CPSF6* knockdown cells showed a temperature under-compensation defect, and multiomics identified *EIF2S1* as the key effector gene upon *CPSF6* knockdown [117]. The *Neurospora* homolog of *EIF2S1* is eIF2α/NCU08277 (reciprocal BLAST e-values = 6e^−91^/1e^−81^), which is a central hub of rhythmic translation initiation peaking in the subjective evening [118]. We identified a ribosome biogenesis exonuclease, RBG-28, which is required for rhythmicity under high nutrient conditions (Fig 5A). Transcription, RNA processing reactions (such as NMD, splicing, and polyadenylation) and translation are tightly coupled processes. In fact, rhythmic polyadenylation of rRNAs has been linked to translational rhythms in mouse liver [119]. Nutritional Compensation pathways likely occur at multiple steps in the gene expression of multiple core clock components.

By suggesting *CPSF6* and *SETD2* as targets, *Neurospora* functional genetics has again informed mammalian-relevant circadian mechanisms (reviewed in [120]), and the over-compensation defect of *SETD2* provides affirming evidence of eukaryotic Nutritional Compensation outside of *Neurospora* (Fig 6). A handful of previous studies have implicated histone methyltransferases in mammalian circadian function, including both activating [121,122] and repressive chromatin marks [123]. *SETD2* joins a growing list of circadianly relevant histone methyltransferases and chromatin modifiers. In fact, recent work has demonstrated a novel function for a key histone methyltransferase in the circadian TTFL (TRITHORAX in insect, MLL1 in mammals), further highlighting the utility of circadian model systems for understanding the mammalian clock [124].

## Materials and methods

### *Neurospora* strains, growth conditions, and genetic screen

Strains used in this study were derived from the wild-type background (FGSC2489 *mat* A), *ras-1*^*bd*^ background (87–3 *mat* a or 328–4 *mat* A), or the Fungal Genetics Stock Center (FGSC) knockout collection as indicated (S1 Table). Strains were constructed by transformation or by sexual crosses using standard *Neurospora* methods (http://www.fgsc.net/Neurospora/NeurosporaProtocolGuide.htm). The *frq* clock box transcriptional reporter was transformed and used as previously described [52]. The fungal biomass reporter gene (S1 Fig) is composed of 430 bp of the *gpd* promoter from *Cochliobolus heterostrophus* driving constitutive levels of codon optimized *luciferase* and integrated at the *csr-1* (NCU00726) locus [125].

All race tubes contain a base medium of 1X Vogel’s Salts, 1.5% w/v Noble agar (Thermo Fisher # J10907), and 50 ng/ml biotin. Noble agar was used instead of standard bacteriological agar (Thermo Fisher # J10906) because impurities in bacteriological agar can be metabolized by *Neurospora* and interfere with accurate quantification of Nutritional Compensation phenotypes [37]. Glucose and arginine were supplemented into race tube medium as indicated. High glucose was defined as 0.5% w/v (27.8 mM) based on literature precedent [32,34] and based on growth rate and period length similarity to higher glucose concentrations (Fig 1A and S1G Fig). High arginine was defined as 0.17% w/v because concentrations higher than 0.5% w/v interfere with circadian banding in race tube assays [5]. To optimally visualize and quantify the circadian banding pattern in the primary genetic screen (Fig 2C), screen medium contained 1X Vogel’s Salts, 1.5% Noble agar, 50 ng/ml biotin, and 0.17% arginine. To quantify period lengths in carbon and nitrogen starvation conditions, the secondary screen medium contained 1X Vogel’s Salts, 1.5% Noble agar, 50 ng/ml biotin, and 25 μM luciferin (GoldBio # 115144-35-9). The tertiary screen medium contained 1X Vogel’s Salts, 1.5% Noble agar, 50 ng/ml biotin, 25 μM luciferin, and glucose/arginine levels as indicated (Figs 3–5). For Temperature Compensation 96-well plate experiments (Fig 2A) and COMPASS complex subunit knockout assays (S7A and S7B Fig), the standard medium recipe contained 1X Vogel’s Salts, 1.5% bacteriological agar, 50 ng/ml biotin, 25 μM luciferin, 0.03% w/v glucose, and 0.05% w/v arginine.

Liquid medium cultures were grown from fungal plugs in Bird Medium + 1.8% w/v glucose (S5 Fig) as previously described [58]. Solid medium cultures were implemented to determine mRNA (or protein) levels from Nutritional Compensation mutants of interest with modifications to previous work [34]. Medium was poured into 100-mm petri plates and cooled to solidify (approximately 20 ml per plate; 1X Vogel’s Salts, 1.5% Noble agar, 50 ng/ml biotin, 25 μM luciferin, and glucose/arginine levels as indicated). Cellophane (Idea Scientific # 1080) paper discs were cut to the size of 100-mm plates and autoclaved to sterilize. A sterile cellophane disc was then placed on top of the solidified medium. Conidia from strains of interest were resuspended in 100 μl of sterile water, vortexed to mix, pipetted on top of the cellophane disc, and spread with a sterile plate spreader (in order to maintain approximately the same conidial age across the cellophane plate). Inoculated plates were then covered with a Breathe-Easy strip for gas exchange (USA Scientific # 9123–6100). After growing tissue on cellophane plates for the indicated amount of time, mycelia and conidia were harvested from atop the cellophane layer by scraping with a 1,000-μl pipette tip. Harvested fungal tissue (approximately the size of 1 US quarter per each 100-mm cellophane plate) was rapidly hand dried using paper towels and an Eppendorf tube rack and flash frozen in liquid nitrogen for storage before biochemical extraction.

Most strains were genotyped by growth on selective medium (5 μg/ml cyclosporine A and/or 200 to 300 μg/ml Hygromycin). Key strains were genotyped by PCR as previously described [52] using genotyping primers:

*ck-1a*^*LONG*^*-VHF*Δ*3′UTR*::hyg^R^ (NCU00685 Δ3′UTR): 5′ GCTGCTGCTCGTAAGGAC 3′ and 5′ CATCAGCTCATCGAGAGCCTG 3′
Δ*cpsf5*::hyg^R^ (FGSC KO mutant): 5′ CTCTGGTCGAGAACACTGCG 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*cpsf6*::hyg^R^ (FGSC KO mutant): 5′ CACCAACCCTAACCCGTGAT 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*set-2*:hyg^R^ (FGSC KO mutant): 5′ GACGTCATCGGTGTTGAGAC 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*wc-2*:hyg^R^ (FGSC11124 KO mutant): 5′ GGTGCTATGTACTCTGGGAT 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*set-1*:hyg^R^ (FGSC KO mutant): 5′ AGTGGAAAGTCGAGCATTTGC 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*swd1*:hyg^R^ (FGSC KO mutant): 5′ TGTAGTCGCGCAGGTTCTGG 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*swd2*:hyg^R^ (FGSC KO mutant): 5′ TCAGGGAGAACTCAAGTCGAGT 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*swd3*:hyg^R^ (FGSC KO mutant): 5′ AGTTTGGAGATCTCCCAGGACTG 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′
Δ*sdc1*:hyg^R^ (FGSC KO mutant): 5′ AGAGCAAATGTGCAGCTTGCT 3′ and 5′ CAGGCTCTCGATGAGCTGATG 3′

### *Neurospora* luciferase reporter detection and data analysis

The 96-well plates were inoculated with conidial suspensions and entrained in 12-hour light:dark cycles for 2 days in a Percival incubator at 25°C. Temperature inside the Percival incubator was monitored using a HOBO logger device (Onset # MX2202) during entrainment and free run. Race tubes were entrained in constant light at 25°C for 3 to 24 hours (mean entrainment time for all experiments was 14 hours in LL/overnight). Entrained 96-well plates or race tubes were then transferred into constant darkness to initiate the circadian free run. Individual race tubes were separated by approximately 3 cm tall strips of 6-ply black railroad board paper to prevent contamination of light signal between cultures. Luminescence was recorded using a Pixis 1024B CCD camera (Princeton Instruments). Bioluminescent signal was acquired for 10 to 15 minutes every hour using LightField software (Princeton Instruments, 64-bit version 6.10.1).

The average bioluminescent intensity of each 96-well or race tube was determined using a custom ImageJ Macro with background correction for each image [51,126]. Most race tube period lengths reported in this study were derived from luciferase signal measurements across the entire race tube (Figs 1, 3 and 5). However, the long period defect in the *prd-1* mutant only occurs at the growth front (i.e., high nutrients) region of fungal tissue [37]. For the *prd-1* strain, an ImageJ macro was modified to quantify only the fungal growth front (Fig 2B). On the other hand, the Δ*cpsf5* and Δ*cpsf6* mutants showed additional period shortening in aged tissue (Fig 4A) (S2 Movie). For the *cpsf* mutants, an ImageJ macro was modified to quantify only the old tissue region. Custom ImageJ Macros to quantify the growth front or old tissue regions of race tubes from Princeton *.spe image files are available at: https://github.com/cmk35.

To calculate the circadian period length, background-corrected luminescence traces were run through two different algorithms and averaged as previously described [52]. Race tubes period lengths were measured using ChronOSX 2.1 software. For Temperature Compensation experiments, the Q_10_ temperature coefficient was calculated using the formula: [(frequency of clock at 30°C) / (frequency of clock at 20°C)] ^[10^°^C / (30^°^C– 20^°^C)]^, where frequency = period length^−1^.

### *Neurospora* RNA isolation and 3′ End Sequencing analyses

Frozen *Neurospora* tissue was ground in liquid nitrogen with a mortar and pestle. Total RNA was extracted with TRIzol (Invitrogen # 15596026) and the Direct-zol RNA MicroPrep kit (Zymo Research # R2060) according to the manufacturer’s instructions and including the on-column DNAse I treatment step (Roche # 04 716 728 001, 10 U/μl stock, 30 U used per sample). Total RNA samples were prepared for Northern Blotting, RT-qPCR, 3′ End Sequencing, or stored at −80°C.

Northern blotting was performed as previously described [52] with slight modifications. Equal amounts of total RNA (7 μg) were loaded per lane of a 0.8% w/v agarose gel (S5 Fig). For blot visualization, anti-Digoxigenin-AP Fab fragments was purchased from Sigma (Roche # 11 093 274 910) and used at 1:10,000 (75 mU/ml).

*Neurospora* RT-qPCR was performed as previously described [52]. cDNA was synthesized using the SuperScript IV First-Strand synthesis kit (Invitrogen # 18091050). RT-qPCR was performed using SYBR green master mix (Qiagen # 204054) and a StepOne Plus Real-Time PCR System (Applied Biosystems). C_t_ values were determined using StepOne software (Life Technologies) and normalized to the *actin* gene (ΔC_t_). The ΔΔC_t_ method was used to determine mRNA levels relative to the zero nutrient control samples. Relevant RT-qPCR primer sequences are as follows: *frq* (NCU02265): 5′ TGGCTCGGATAAGAATGGTC 3′ and 5′ ATGAAAGGTGTCCGAAGGTG 3′. *actin* (NCU04173): 5′ GTCCCCGTCATCATGGTATC 3′ and 5′ CTTCTCCATGTCGTCCCAGT 3′.

For 3′ End Sequencing (Fig 4 and S6 Fig), RNA was extracted from solid medium high nutrient cultures (0.25% w/v glucose + 0.17% w/v arginine) grown for 72 hours at 25°C. Total RNA was submitted to the Dartmouth Genomics Shared Resource (GSR) for 3′ end library preparation and sequencing. Using the Lexogen QuantSeq 3′ REV kit, 75 bp single-end (SE) strand-specific libraries were prepared, multiplexed, and sequenced on an Illumina Mini-Seq. For each sample, 6.92 ± 0.30 million reads were obtained, and read quality was confirmed using FastQC. Raw FASTQ files were aligned to the *Neurospora crassa* OR74A NC12 genome (FungiDB version 45; accessed October 25, 2019) using STAR [127]. Around 91.5% to 93.5% of the reads mapped uniquely to the NC12 genome. Because 3′ end libraries generate only 1 sequencing read at the extreme 3′ end of a given mRNA transcript (directly before its poly(A) tail), gene expression was quantified by counting reads assigned to each genetic locus using HTSeq-count [128]. Gene count normalization by library size between samples was performed using a custom R script. 3′ End Sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE201901.

RNA-Sequencing datasets from 4 other studies were mined in the analyses presented. To examine wild-type *Neurospora* gene expression under carbon starvation (S4 Fig and S2 Table), RNA-seq data were taken from a study where liquid cultures (25°C, LL) were grown for 16 hours in 1X Vogel’s 2% sucrose minimal medium and shifted to either 0% or 2% glucose 1X Vogel’s medium for 60 minutes [55] (GSE78952). To examine gene expression in the Δ*set-1* mutant background (Fig 5B), RNA-seq data were taken from a study where liquid cultures (25°C, DD24) were grown in 2% glucose Liquid Culture Medium for 48 hours of total growth [71] (GSE121356). To examine gene expression in the Δ*set-2* mutant (Fig 5C), RNA-seq data were taken from a study where liquid cultures (32°C) were grown in 1X Vogel’s 1.5% sucrose medium [73] (GSE82222 and GSE118495). These three RNA-Seq datasets were reprocessed exactly as previously described [52], and FPKM gene expression values were used in the analyses presented. To examine and compare wild-type poly(A) tail locations (S3 Table), 2P-Seq data were taken from a previous study where nuclear fractions were isolated from 1X Vogel’s 2% glucose liquid medium [65] (SRA PRJNA419320). Raw 2P-Seq data were filtered according to custom a Perl script from the original study (“Step 1”: https://github.com/elifesciences-publications/poly-A-seq). After read filtering, duplicate 2P-Seq FASTQ files were processed in exactly the same manner as the new 3′ End Sequencing dataset generated in this study.

NC12 mapped reads from 3′ End Sequencing (this study) and 2P-Seq [65] data were sorted and indexed using Samtools (BAM file outputs) and then visualized using IGV. Read pileups denoted the location of poly(A) tails in both datasets. To map locations of poly(A) tails genome wide, the ChIP-Seq peak calling algorithm MACS2 was repurposed [129]. The relevant MACS2 parameters used to identify poly(A) peaks were as follows: effective genome size (-g 4.014e7), retention of duplicate reads in pileups (—keep-dup all), summit and subpeak identification (—call-summits), fragment size estimation and shifting turned off (—nomodel—extsize 75), and a false discovery rate cutoff for significant peaks (-q 0.01). MACS2 peaks were assigned to the corresponding gene 3′ UTR region using a custom R script. The *Neurospora crassa* NC12 transcriptome annotation remains partially incomplete with only 7,793 out of 10,591 unique NCU IDs having 3′ UTRs annotated. As a result, approximately 14% to 18% of all MACS2 peaks were pruned from consideration due to missing annotations. Importantly, there are also examples of under-annotated 3′ UTR regions, where the poly(A) read pileup signal is clearly located outside of the 3′ UTR annotation. One such critical example occurs at the *frequency* locus (positive/Watson strand gene), where the predominant poly(A) peak is centered at LG VII coordinate 3,136,633, and its longest 3′ UTR annotation ends at coordinate 3,136,464. The *Neurospora* NC12 transcriptome annotation was last updated in March 2015, before migration from the Broad Institute to the FungiDB database [47]. The 3′ End Sequencing analyses presented here can be updated upon release of an improved transcriptome annotation. Furthermore, there are 621 instances of overlapping coordinates within the 3′ UTRs of tail-to-tail oriented genes, and any poly(A) peaks falling in these gene assignment ambiguous regions were also removed from consideration (approximately 9% of MACS2 peaks). The remaining MACS2 peaks (approximately 6,600 unique poly(A) peaks per sample) were assigned to the corresponding gene 3′ UTR region and analyzed using custom R scripts. APA events were defined as instances of more than one distinct MACS2 peak assigned to a single 3′ UTR region. poly(A) tail read pileups from genes of interest were extracted using the igvtools count function, and genome coordinate plots were generated using the R Bioconductor package Gviz (Fig 4C). 3′ UTR heatmaps were generated using a custom R script (Fig 4B). All custom R scripts for gene expression analyses and APA analyses are available at: https://github.com/cmk35.

### Protein isolation and detection

Frozen *Neurospora* tissue was ground in liquid nitrogen with a mortar and pestle. Total protein was extracted in buffer (50 mM HEPES (pH 7.4), 137 mM NaCl, 10% glycerol v/v, 0.4% NP-40 v/v, and cOmplete Protease Inhibitor Tablet according to instructions for Roche # 11 836 170 001) and processed as described [130]. Protein concentrations were determined by Bradford Assay (Bio-Rad # 500–0006). For western blots, equal amounts of total protein (30 μg) were loaded per lane into 4% to 12% Bis-Tris Bolt gels (Invitrogen # NW04125/NW04127) or 8% Bis-Tris Bolt gels (Invitrogen # NW00085/NW00087). Western transfer was performed using the Mini Blot Module (Invitrogen # B1000) and BOLT Transfer Buffer (Invitrogen # BT0006) onto an Immobilon-P PVDF membrane (Millipore # IPVH00010). Primary antibodies used for western blotting were anti-CK1a (1:2,000; rabbit raised) [52], anti-Tubulin alpha (1:5,000; Sigma # T6199), anti-WC-2 (1:5,000; rabbit raised) [131], and anti-FRH (1:10,000; rabbit raised) [77]. The secondary antibodies, goat anti-mouse or goat anti-rabbit HRP, were used at 1:5,000 (Bio-Rad # 170–6516, # 170–6515). SuperSignal West Pico PLUS Chemiluminescent Substrate (ThermoFisher # 34578) or Femto Maximum Sensitivity Substrate (Thermo # 34095) was used for detection. Immunoblot quantification and normalization were performed in ImageJ.

### Mammalian cell culture, synchronization, and siRNA knockdown reagents

U2OS cells were stably transfected under puromycin selection using a construct containing the mouse *BMAL1* promoter [132,133] driving destabilized luciferase [134]. U2OS-m*BMAL1*-*dLuc*-Puro (referred to as: *Bmal1*-*dLuc*) cells were maintained at 37°C and 6% CO_2_ in 25 mM (high) glucose DMEM (Thermo Fisher # 11995–065 with 1 mM sodium pyruvate; or Thermo Fisher # 11965–092 without pyruvate) supplemented with 10% v/v FBS (Thermo Fisher # 10437–036, LOT # 2199672RP) and 1.5 μg/ml of puromycin (Sigma # P9620, 10 mg/ml stock).

For control Nutritional Compensation assays (S8 Fig), *Bmal1*-*dLuc* cells were subcultured from the same 100-mm dish and grown to 95% to 100% confluence in 35-mm dishes (Corning # 430165) containing 2 ml of DMEM 25 mM glucose, 10% FBS, and puromycin. Confluent cells were washed once in warm 1X PBS (pH 7.4) (Corning # 21-040-CV). The medium was changed to either 2 ml of DMEM 25 mM high glucose (Thermo Fisher # 11995–065 with 1 mM sodium pyruvate) or 2 ml of DMEM 5.56 mM low glucose (Thermo Fisher # 11885–084 with 1 mM sodium pyruvate). Both synchronization-release medium formulations were prewarmed and each contained 10% v/v FBS, 1.5 μg/ml puromycin, 0.1 mM luciferin (GoldBio, 0.1 M stock), and 0.1 μM dexamethasone (Sigma # D2915, 1 mM stock). Dexamethasone is used to reset cells to the same circadian phase and initiate the circadian free run for recording.

For siRNA knockdown assays (Fig 6), *Bmal1*-*dLuc* cells were subcultured from the same 100-mm dish and grown to 60% to 80% confluence in 35-mm dishes containing DMEM 25 mM glucose, 10% FBS, and puromycin. Cells were washed once in 1X PBS, and the medium was changed to 2 ml of Opti-MEM (Thermo Fisher # 31985–070) with 5% v/v FBS. Cells were transfected with the indicated siRNAs (15 pmol of total siRNA per 35-mm dish) [85] using the Lipofectamine 3000 transfection reagent (Thermo Fisher # L3000) and according to the manufacturer’s instructions for 6-well plates. Although the Opti-MEM medium formulation is not publicly available, one study reported the Opti-MEM glucose concentration as 2.5 g/L or 13.88 mM [135]. siRNAs were obtained from Qiagen: AllStars Negative Control siRNA (Qiagen # 1027280); human *SETD2* siRNA (Qiagen # 1027416, FlexiTube GeneSolution GS29072, 4× siRNAs used at 3.75 pmol each); human *CPSF6* siRNA (Qiagen # 1027416, FlexiTube GeneSolution GS11052, 4× siRNAs used at 3.75 pmol each); human *CRY2* siRNA (Qiagen # 1027416, FlexiTube GeneSolution GS1408, 4× siRNAs used at 3.75 pmol each) [86]. Cells were incubated for 2 days before removing the siRNA transfection medium and proceeding with RNA extraction or with circadian recordings.

RT-qPCR was used to validate siRNA knockdown efficiencies. Two-day transfected cells were washed once in 1 ml of ice-cold 1X PBS. Cells were harvested by scraping in 1 ml of TRIzol (Invitrogen), and total RNA extraction was performed according to the manufacturer’s instructions. Approximately 500 ng of mRNA was converted into cDNA using the oligo(dT) method from the SuperScript IV First-Strand synthesis kit (Invitrogen # 18091–050). RT-qPCR was performed using SYBR green master mix (Qiagen # 204054) and a StepOne Plus Real-Time PCR System (Applied Biosystems). C_t_ values were determined using StepOne software (Life Technologies) and normalized to the *GAPDH* gene (ΔC_t_). The ΔΔC_t_ method was used to determine mRNA levels relative to nontransfected negative control samples. Relevant RT-qPCR primer sequences are as follows: h*GAPDH*: 5′ TGCACCACCAACTGCTTAGC 3′ and 5′ ACAGTCTTCTGGGTGGCAGTG 3′. h*CPSF6*: 5′ GATGTGGGTAAAGGAGCAG 3′ and 5′ CTTCATCTGTTGTCCACCA 3′. h*SETD2*: 5′ CTTTCTGTCCCACCCCTGTC 3′ and 5′ CCTTGCACCTCTGATGGCTT 3′.

Two-day transfected cells were washed in warm 1X PBS and prepared for circadian synchronization. Synchronization-release medium was prewarmed and contained 1% v/v FBS, 1.5 μg/ml puromycin, 0.1 mM luciferin, and 0.1 μM dexamethasone. siRNA assays in DMEM were conducted using 2 ml of DMEM (Thermo Fisher # 11966–025) supplemented with 10 mM (low glucose) or 30 mM (high glucose) from a D-glucose stock solution (Sigma # G8644, 100 g/L stock). DMEM base medium contains more total nutrients than MEM—approximately 2-fold higher levels of the 13 essential amino acids, about 4-fold higher levels of the 8 vitamins, and includes the nonessential amino acids (Gly and Ser) in its formulation. siRNA assays in MEM were conducted using 2 ml of MEM (Thermo Fisher # 11095–080) containing 5.56 mM (low glucose) or supplemented up to 25 mM (high glucose) from a D-glucose stock solution (Sigma). Unlike *Neurospora*, complete glucose starvation medium did not support cell viability in preliminary experiments using DMEM medium containing 10% v/v FBS but zero additional glucose. “Low” 5 to 10 mM glucose was defined by manufacturer formulations as well as physiological levels of fasting serum glucose in humans.

### Mammalian luciferase reporter detection and period length calculations

Immediately prior to bioluminescent recording, *Bmal1*-*dLuc* cells in 35-mm dishes were covered with 40-mm circular microscope cover glass (Fisher Scientific # 22038999 40CIR-1) and sealed using high-vacuum silicone grease (Dow Corning # Z273554). Luciferase data were collected in a LumiCycle 32 (ActiMetrics) luminometer every 10 minutes for 5 to 6 days. Raw luciferase traces in bioluminescence counts/second units were exported using LumiCycle analysis software (ActiMetrics, version 2.56). Data from individual plates were manually combined and converted to hours postsynchronization using Microsoft Excel. Period lengths for each luciferase trace were calculated using 3 different methods and averaging the period results with equal weights. For the first method, signal peaks and troughs were extracted from days 1 to 3 of raw data, and period was estimated by subtracting consecutive peaks or troughs as described [136]. Second, the WaveClock algorithm was implemented in R [137]. Finally, the suite of *Neurospora* period length tools was used as previously described [52]. For *Bmal1*-*dLuc* luciferase trace data visualization purposes (Fig 6 and S8 Fig), raw counts per second values sampled within the same hour were averaged together (i.e., data were down-sampled from 10-minute measurement intervals to 1-hour measurement intervals).

### Data visualization

All figures were plotted in R, output as scalable vector graphics, formatted using Inkscape, and archived in R markdown format. Data represent the mean of at least three biological replicates with ±1 standard deviation error bars, unless otherwise indicated. All statistical tests were performed in R.

## Supporting information

S1 Fig Additional properties of Nutritional Compensation in *Neurospora crassa*. A fungal biomass control was implemented to ask whether the amplitude of the core clock transcriptional reporter changes with glucose levels (e.g., Fig 1B). The *gpd* promoter from *Cochliobolus heterostrophus* driving constitutive *luciferase* was used as a reporter for fungal biomass. Not surprisingly, biomass increases as a function of glucose (*N* = 3 race tubes per glucose concentration). Many traces showed a decrease in bioluminescence at approximately 100 hours, and this correlates with the fungal growth front reaching and surpassing the end of the device’s recording area (**A**) (see S1 Movie). Averaged replicates are shown for the *frq* clock box transcriptional reporter across all glucose levels (*N* = 6; expanded Fig 1B) (**B**). Detrended clock reporter traces were plotted on a circadian time (CT) scale to normalize for the slight period differences (Fig 1A). Circadian phase is consistent across glucose levels (**C**). Amplitude was computed for each individual biomass reporter trace using data from hours 25–108 (amplitude calculation: [maximum value − minimum value] / 2) (**D**). Average amplitude was computed for each individual core clock reporter trace using data from days 2–5 (hours 25–112) to extract 4 peak and 4 trough values. The first day (hours 0–24) was omitted due to low fungal biomass and consequently low luciferase signal during the first recording day (**E**). Core clock amplitudes were normalized to biomass by computing the amplitude ratio at the respective glucose concentrations. There is no clear increasing or decreasing trend of normalized core clock amplitude as a function of glucose, and, therefore, the higher magnitude oscillations observed at high glucose concentrations are most likely a function of increased biomass only (**F**). Growth rates were computed from biomass reporter experiments by estimating the linear growth rate at 5 consecutive 12-hour intervals from 36–84 hours in constant darkness (**G**). No arginine was added to the race tube medium for any experiment shown. The raw data underlying parts (**A**–**G**) can be found in S7 Data.
(EPS) Click here for additional data file.

S2 Fig A subset of FGSC knockout strains were identified with strong conidial banding phenotypes on glucose starvation medium. A representative race tube from the primary genetic screen is shown. Six out of 7 knockout strains with strong banding phenotypes have a wild-type circadian period length and normal compensation, except for ΔNCU06565 (FGSC15333; S3 Fig). Like the *ras-1*^*bd*^ (NCU08823) point mutant, all knockout strains have a reduced linear growth rate compared to the wild-type control FGSC2489. FGSC = Fungal Genetics Stock Center, curator of the *Neurospora* whole genome knockout collection.
(EPS) Click here for additional data file.

S3 Fig Six out of 12 new nutritional under-compensation mutants, which lack clear GO Term relationships. Circadian bioluminescence was recorded from race tube cultures of the indicated deletion mutants. High nutrient medium (yellow lines) contained 0.5% w/v glucose 0.17% w/v arginine, and zero nutrient medium (blue lines) contained 0% glucose 0% arginine (standard deviation error bars). Period lengths were computed (*N* ≥ 2 biological replicate period estimates per nutrient concentration) and summarized in a bar graph compared to controls. “Het” indicates heterokaryon strains derived from the *Neurospora* whole genome deletion collection, which were maintained on hygromycin selection medium prior to the bioluminescence race tube assays. FGSC = Fungal Genetics Stock Center, curator of the *Neurospora* whole genome knockout collection. The raw data underlying this Figure can be found in S8 Data.
(EPS) Click here for additional data file.

S4 Fig Core clock and compensation gene expression upon glucose starvation. RNA-Sequencing data were mined from a previous study [55] (Materials and methods), where liquid cultures were either maintained in 2% glucose or shifted to glucose starvation for 60 minutes. Duplicate transcriptomes from the 2% glucose condition were compared to 0% glucose starvation replicates, Z-scores were computed for the 8,796 expressed genes in the dataset, and *prd-1* (NCU07839) and *frh* (NCU03363) were found among the top 220 genes (top 2.5%) in the entire transcriptome down-regulated after glucose starvation. The raw data underlying this Figure can be found in S9 Data.
(EPS) Click here for additional data file.

S5 Fig Solid medium cellophane plate cultures maintain circadian function and recapitulate Nutritional Compensation phenotypes of interest. Liquid cultures containing wild-type fungal plugs (1.8% glucose) and cellophane plate cultures inoculated with wild-type conidia (0.5% w/v glucose, 0.17% w/v arginine) were set up concurrently. Liquid and solid cultures were entrained in constant light at 25°C for at least 16 hours, and serial light-to-dark transfers were performed to sample 1.5 cycles of circadian time points from DD4 to DD28 (4-hour sampling density, 44–48 hour total culture ages). Total RNA was isolated from each time course sample, and *frq* mRNA rhythms were examined by northern blot (*N* = 1 time course replicate). RNA levels were quantified using ImageJ densitometry, normalized, and plotted as line graphs. The circadian clock is clearly functional in both growth regimes (**A**). Circadian bioluminescence was recorded from cellophane plate cultures of the indicated genotypes grown on high nutrient medium (0.25% w/v glucose, 0.17% w/v arginine). One representative luciferase trace is shown from *N* = 2 biological replicates per strain. Period lengths were calculated, and results agree with Nutritional Compensation phenotypes derived from the race tube screen (S1 Table): control: 20.6 ± 0.3 hours; Δ*cpsf5* Δ*cpsf6* double mutant: 17.5 ± 0.4 hours (**B**). Circadian bioluminescence was recorded from cellophane plate cultures of the indicated genotypes grown on zero nutrient medium (0% glucose, 0% arginine). One representative luciferase trace is shown from *N* = 2 biological replicates per strain. Period lengths were calculated, and results agree with Nutritional Compensation phenotypes derived from the race tube screen (S1 Table): control: 22.0 ± 0.6 hours; Δ*set-2*: 20.5 ± 0.1 hours (**C**). The raw data underlying parts (**A**–**C**) can be found in S10 Data.
(EPS) Click here for additional data file.

S6 Fig Representative changes in the APA landscape (50% of genes) in Δ*cpsf5* Δ*cpsf6* double mutants compared to controls. Integrative Genomics Viewer (IGV) screenshots are shown for 4 example 3′ UTR regions. NCU01154 (*sub-1*) is 1 out of the 193 APA events in controls collapsing to a single poly(A) peak in mutants (**A**). NCU02435 (histone H2B) is 1 out of the 123 APA events in mutants collapsing to a single poly(A) peak in controls (**B**). NCU01418 (*ccg-6*) and NCU16757 are 2 examples out of the 155 APA events in control and in mutant where the location of the predominant poly(A) peak was significantly changed (**C**). The majority of the 155 predominant poly(A) peak changes involve a distal-to-proximal peak shift in mutant (e.g., NCU01418) and a minority involve a proximal-to-distal peak shift (e.g., NCU16757).
(EPS) Click here for additional data file.

S7 Fig Removal of COMPASS complex subunit *swd3* phenocopies the long period length and Nutritional Compensation defects of Δ*set-1*, indicating that SET-1 and the COMPASS complex are required for normal compensation. The 96-well plate luciferase assays were used to measure the circadian period length of the indicated COMPASS complex subunit knockout mutants in constant darkness at 25°C on standard medium. Averaged replicates are shown for Δ*sdc1* (*N* = 3 biological replicates), Δ*swd1* (*N* = 2 biological replicates), and Δ*swd2* (*N* = 3 biological replicates) (standard deviation error bars). The table (right) summarizes circadian phenotypes of COMPASS complex subunit knockouts in this study compared to previous work [70] (**A**). Averaged replicates are shown for 96-well plate luciferase assays of Δ*set-1* (*N* = 3 biological replicates), Δ*swd3* (*N* = 4 biological replicates), and Δ*set-1* Δ*swd3* (*N* = 2 biological replicates) (standard deviation error bars). Period lengths were computed and summarized in a bar graph. All 96-well plate biological replicates contained *N* = 3 technical replicates per genotype (**B**). Circadian bioluminescence was recorded from race tube cultures of the indicated knockout mutants. High nutrient medium (yellow lines) contained 0.5% w/v glucose 0.17% w/v arginine, and zero nutrient medium (blue lines) contained 0% glucose 0% arginine (standard deviation error bars). Period lengths were computed for Δ*set-1* (*N* = 4 biological replicates per nutrient condition), Δ*swd3* (*N* = 2 biological replicates), and Δ*set-1* Δ*swd3* (*N* = 2 biological replicates) and summarized in a bar graph compared to the control (standard deviation error bars) (**C**). The raw data underlying parts (**A**–**C**) can be found in S11 Data.
(EPS) Click here for additional data file.

S8 Fig *Bmal1-dLuc* cells are slightly under-compensated from 5.56 mM low glucose to 25 mM high glucose. U2OS cells were synchronized using dexamethasone and released into DMEM low or high glucose medium. Representative luciferase traces are shown from one biological replicate with *N* = 4 technical replicates per glucose concentration (standard deviation error bars) (**A**). Period lengths were calculated for 25–26 total replicates per glucose concentration and plotted as a boxplot. As observed in *Neurospora*, the human circadian period length is under-compensated and shortens slightly with increasing glucose (*p* < 0.01, Student *t* test). Average period lengths were 24.5 ± 0.7 hours (low glucose) and 24.0 ± 0.4 hours (high glucose) (**B**). The raw data underlying parts (**A**) and (**B**) can be found in S12 Data.
(EPS) Click here for additional data file.

S1 Table Genetic screen for Nutritional Compensation defects. Results are presented from the 3-phase genetic screen for Nutritional Compensation defects among *Neurospora* knockout strains. Period lengths are shown for each knockout strain. Knockout strains were retained through each phase of the screen if circadian period changes were observed relative to the wild-type control or if a clear lack of circadian banding pattern was observed in the primary screen (“output” defective mutants). Nutritional under-compensation mutants were defined by ratios of high-to-zero glucose period lengths ≤ 0.90 (pink font). Nutritional over-compensation mutants had period length ratios ≥ 1.02 (green font).
(XLSX) Click here for additional data file.

S2 Table Informatic description of *Neurospora* genes screened for Nutritional Compensation defects. The first tab of the Table is filtered for gene knockouts that progressed to the tertiary genetic screen, and the second tab of the Table contains all novel genes screened for compensation defects. Circadian rhythmicity at the gene and protein level among knockouts screened was determined from previous studies [45,138]. Promoter binding by the WCC positive arm transcription factors was determined from previous studies [138–140]. Light-regulated gene activation or repression was determined from previous studies [139,141,142]. Gene expression Z-scores from carbon starvation conditions were also reported [55] (S4 Fig).
(XLSX) Click here for additional data file.

S3 Table Consensus list of *Neurospora* genes with Alternative Polyadenylation (APA) in 3′ UTRs. A total of 843 genes contain multiple poly(A) sites within 3′ UTR regions from the intersection of this study and previous work [65]. Nine out of 843 genes with 3′ UTR APA are highlighted as core clock genes or compensation screen hits. Annotated MACS2 poly(A) peak results are shown for the 843 genes with APA from each dataset as individual tabs.
(XLSX) Click here for additional data file.

S4 Table Alternative Polyadenylation (APA) events altered in the ΔCFIm knockout mutant compared to controls. A total of 1,447 total genes contain multiple poly(A) sites within 3′ UTR regions in wild-type control and/or ΔCFIm mutant data from this study. In all 4 datasets, 940/1,447 genes display APA. Out of 1,447 instances, 123 are recorded where a single poly(A) peak in control expands to multiple APA events in mutant (dark green highlight). Out of 1,447 instances, 193 are reported of a single poly(A) peak in mutant expanding to multiple APA events in wild-type controls (light green highlight). Out of 1,447 APA events, 155 occur where the location of the predominant poly(A) peak was significantly changed in the mutant background (orange highlight). Annotated MACS2 poly(A) peak results are shown for the APA genes from each dataset as individual tabs.
(XLSX) Click here for additional data file.

S1 Movie Nutritional Compensation properties of wild-type *Neurospora crassa*. Circadian bioluminescence of exemplar wild-type race tubes (Fig 1) is shown for zero nutrient medium (blue line; 0% glucose 0% arginine) (**A**) compared to high nutrient medium (yellow line; 0.5% w/v glucose 0% arginine) (**B**). Average period lengths are 21.9 ± 0.5 hours for 0% glucose and 20.8 ± 0.2 hours for 0.5% w/v glucose (average ± 1 SD).
(MOV) Click here for additional data file.

S2 Movie Nutritional Compensation defect in the Δ*cpsf6* mutant. Circadian bioluminescence of one exemplar Δ*cpsf6* race tube (Fig 4A) is shown for whole-tube quantification of high amino acid medium growth (yellow line; 0% glucose 0.17% w/v arginine; average period = 19.4 ± 0.3 hours) (**A**) compared to old tissue quantification (blue line; 0% glucose 0.17% w/v arginine; period = 17.3 ± 0.3 hours) (**B**). This approximately 2-hour period difference indicates that Δ*cpsf* mutants must undergo a transition from high-to-low amino acid levels to reveal the Nutritional Compensation defect.
(MOV) Click here for additional data file.

S3 Movie Nutritional Compensation defect in the Δ*set-2* mutant. Circadian bioluminescence of one exemplar Δ*set-2* race tube (Fig 5A) out of 4 biological replicates. Rhythms on zero nutrient medium (blue line; 0% glucose 0% arginine) (**A**) are compared to high nutrient medium (yellow line; 0.5% w/v glucose 0% w/v arginine) (**B**). Average period lengths are 20.3 ± 0.7 hours for 0% glucose and arrhythmic for high nutrients.
(MOV) Click here for additional data file.

S1 Data Raw data accompanying main text Fig 1. The first tab of the Data File corresponds to period length measurements for Fig 1A. The second and third tabs of the Data File correspond to raw and processed traces for Fig 1B.
(XLSX) Click here for additional data file.

S2 Data Raw data accompanying main text Fig 2. The first tab of the Data File corresponds to temperature compensation period length measurements for Fig 2A. The second and third tabs of the Data File correspond to raw and processed traces for Fig 2B.
(XLSX) Click here for additional data file.

S3 Data Raw data accompanying main text Fig 3. The first and second tabs of the Data File correspond to raw and processed traces for Fig 3A. The third, fourth, and fifth tabs of the Data File correspond to raw and processed traces for Fig 3C as well as circadian period lengths. The sixth tab of the Data File corresponds to immunoblot densitometry measurements derived from ImageJ for Fig 3D.
(XLSX) Click here for additional data file.

S4 Data Raw data accompanying main text Fig 4. The first, second, and third tabs of the Data File correspond to raw and processed traces for Fig 4A as well as circadian period lengths. The fourth tab of the Data File corresponds to averaged and log_2_-normalized read counts of core clock and compensation relevant genes for Fig 4D.
(XLSX) Click here for additional data file.

S5 Data Raw data accompanying main text Fig 5. The first and second tabs of the Data File correspond to raw and processed traces for Fig 5A. The third tab of the Data File corresponds to averaged and log_2_-normalized fpkm values of core clock genes for Fig 5B. The fourth tab of the Data File corresponds to averaged and log_2_-normalized fpkm values of core clock genes for Fig 5C. The fifth tab of the Data File corresponds to RT-qPCR values for Fig 5D. The sixth tab of the Data File corresponds to race tube period lengths for Fig 5E.
(XLSX) Click here for additional data file.

S6 Data Raw data accompanying main text Fig 6. The first, second, and third tabs of the Data File correspond to raw and processed traces for Fig 6A as well as circadian period lengths. The fourth tab of the Data File corresponds to RT-qPCR values for Fig 6A. The fifth, sixth, and seventh tabs of the Data File correspond to raw and processed traces for Fig 6B as well as circadian period lengths.
(XLSX) Click here for additional data file.

S7 Data Raw data accompanying S1 Fig. The first and second tabs of the Data File correspond to raw and processed traces for S1A Fig. The third and fourth tabs of the Data File correspond to raw and processed traces for S1B Fig. The fifth tab of the Data File corresponds to detrended traces on a circadian time (CT) scale for S1C Fig. The sixth tab of the Data File corresponds to average amplitude measurements and ratios for S1D–S1F Fig. The seventh tab of the Data File corresponds to growth rate measurements for S1G Fig.
(XLSX) Click here for additional data file.

S8 Data Raw data accompanying S3 Fig. The first and second tabs of the Data File correspond to raw and processed traces for S3 Fig.
(XLSX) Click here for additional data file.

S9 Data Raw data accompanying S4 Fig. The first tab of the Data File corresponds to normalized fpkm values of core clock and compensation relevant genes with Z-score comparing starvation to glucose replete conditions for S4 Fig.
(XLSX) Click here for additional data file.

S10 Data Raw data accompanying S5 Fig. The first tab of the Data File corresponds to immunoblot densitometry measurements derived from ImageJ for S5A Fig. The second tab of the Data File corresponds to raw traces and circadian period lengths for S5B Fig. The third tab of the Data File corresponds to raw traces and circadian period lengths for S5C Fig.
(XLSX) Click here for additional data file.

S11 Data Raw data accompanying S7 Fig. The first, second, and third tabs of the Data File correspond to raw and processed traces as well as circadian period lengths for S7A Fig. The fourth, fifth, and sixth tabs of the Data File correspond to raw and processed traces as well as circadian period lengths for S7B Fig. The seventh and eighth tabs of the Data File correspond to raw and processed traces as well as circadian period lengths for S7C Fig.
(XLSX) Click here for additional data file.

S12 Data Raw data accompanying S8 Fig. The first and second tabs of the Data File correspond to raw and processed traces for S8A Fig. The third tab of the Data File corresponds to circadian period lengths for S8B Fig.
(XLSX) Click here for additional data file.

S1 Raw Images Raw immunoblot data accompanying Fig 3D and S5 Fig. All immunoblots are included with 1 or 2 TIF images each showing raw blots uncropped and labeled with antibody used, method, sample ID, and molecular weight markers (when applicable). “X”s mark lanes and samples that were not shown in Fig 3D.
(PDF) Click here for additional data file.

## Abbreviations

AMP: adenosine monophosphate
APA: Alternative Polyadenylation
CKI: Casein Kinase I
CPSF6: Cleavage and Polyadenylation Specificity Factor subunit 6
FGSC: Fungal Genetics Stock Center
GEO: Gene Expression Omnibus
GO: Gene Ontology
GSR: Genomics Shared Resource
MEF: mouse embryonic fibroblast
NAD: nicotinamide adenine dinucleotide
NMD: nonsense-mediated decay
RT-qPCR: quantitative reverse transcription PCR
SE: single-end
TTFL: transcription-translation feedback loop
WCC: White Collar Complex

# Supplementary material for: Nutritional compensation of the circadian clock is a conserved process influenced by gene expression regulation and mRNA stability
**Source:** PLoS Biol. 2023 Jan 5;21(1):e3001961. doi: 10.1371/journal.pbio.3001961

Antibody: rabbit CKIa

Method: chemiluminescence,  
Azure Biosystems 400,  
1 minute exposure

Lanes 3 - 8: Figure 3D

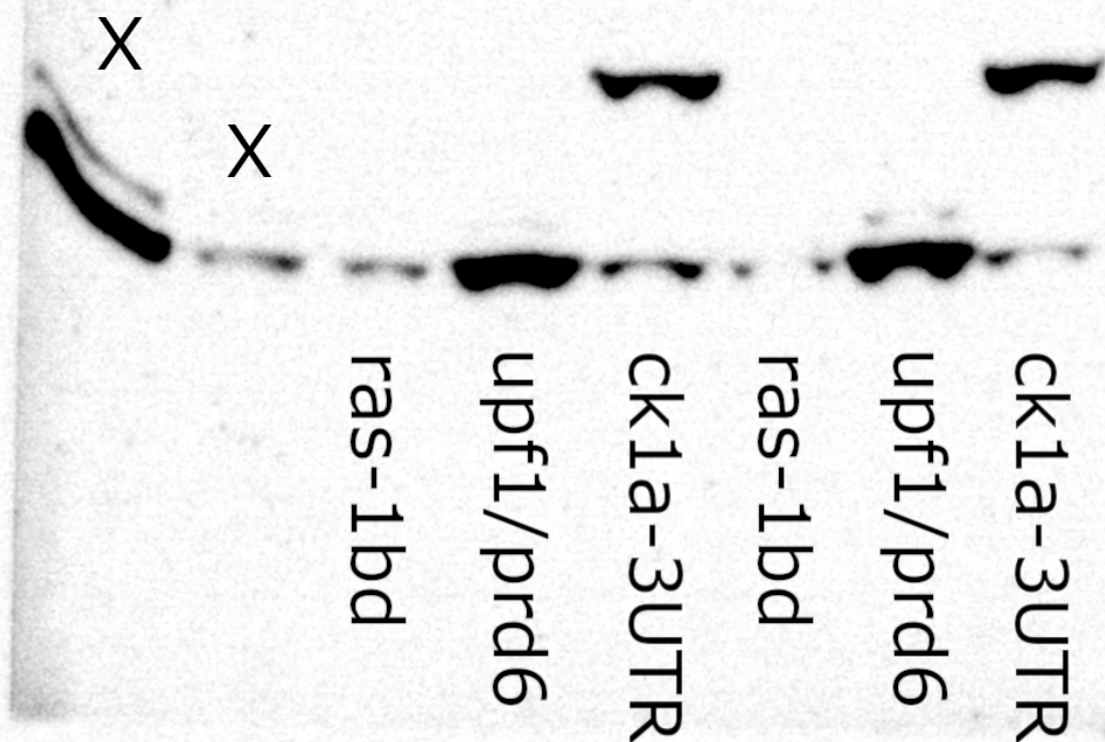

Antibody: rabbit CKIa

Method: chemiluminescence,  
Azure Biosystems 400,  
30 sec exposure plus  
ladder image

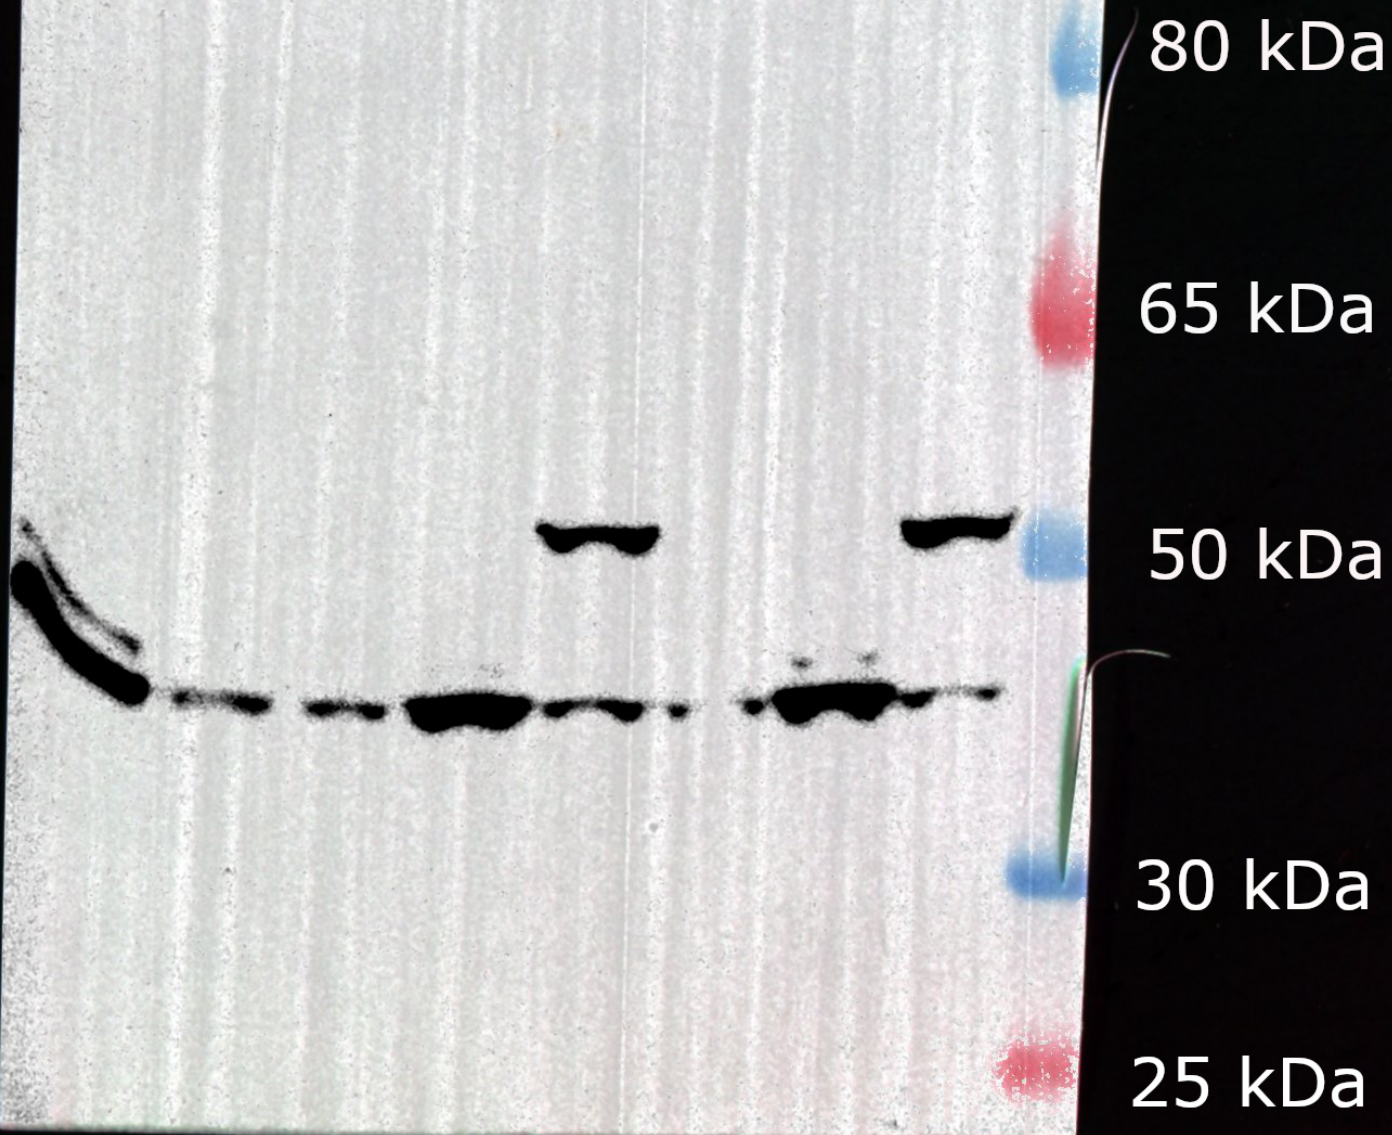

Antibody: mouse  $\alpha$ -tubulin

Method: chemiluminescence,  
Azure Biosystems 400,  
3 minute exposure

Lanes 1 - 6: Figure 3D X X

ras-1bd

upf1/prd6

ck1a-3UTR

ras-1bd

upf1/prd6

ck1a-3UTR

Antibody: mouse  $\alpha$ -tubulin

Method: chemiluminescence,  
Azure Biosystems 400,  
1 min exposure plus  
ladder image

80 kDa

65 kDa

50 kDa

30 kDa

25 kDa

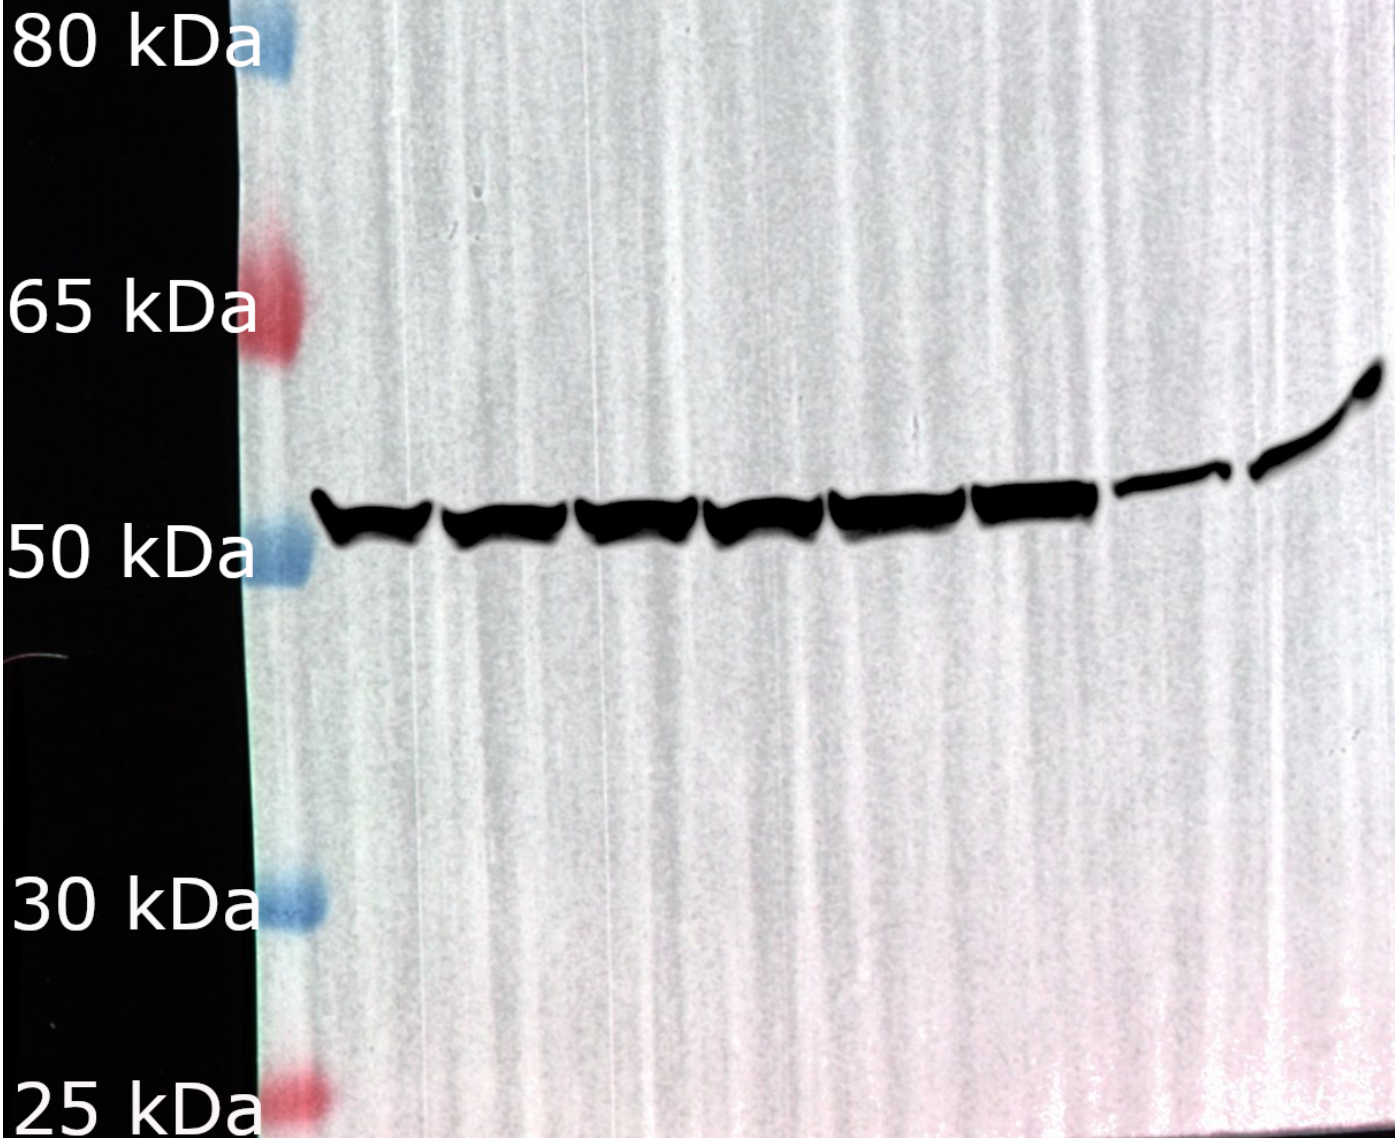

Antibody: rabbit WC-2

Method: chemi,  
Azure 400,  
3 min exposure

Lane 1 - 4: Figure 3D

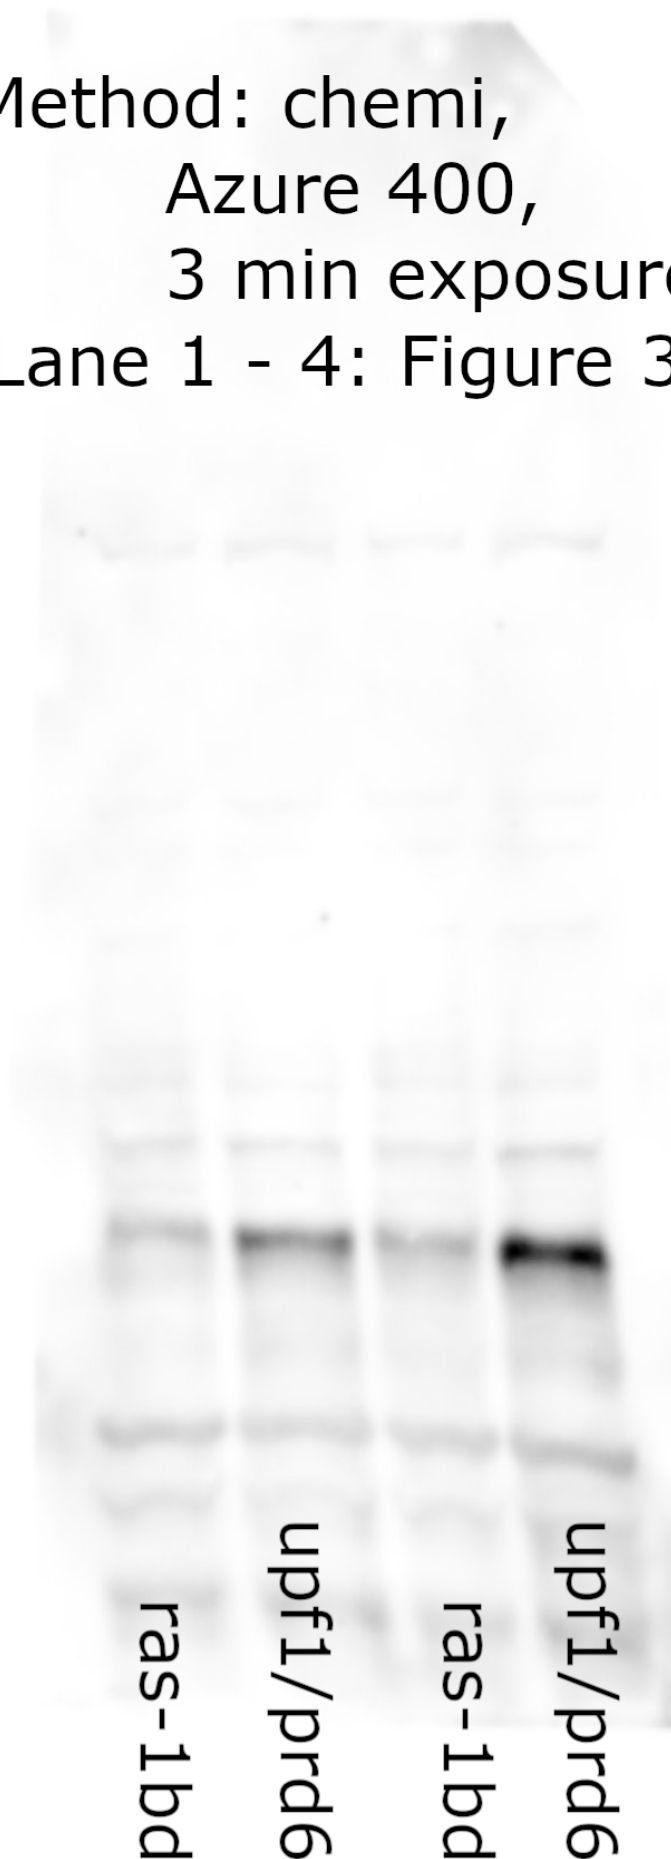

Ab: rabbit WC-2

Method: chemi,

Azure 400,

3 min + ladder

185kD

115kD

80kDa

65kDa

50kD

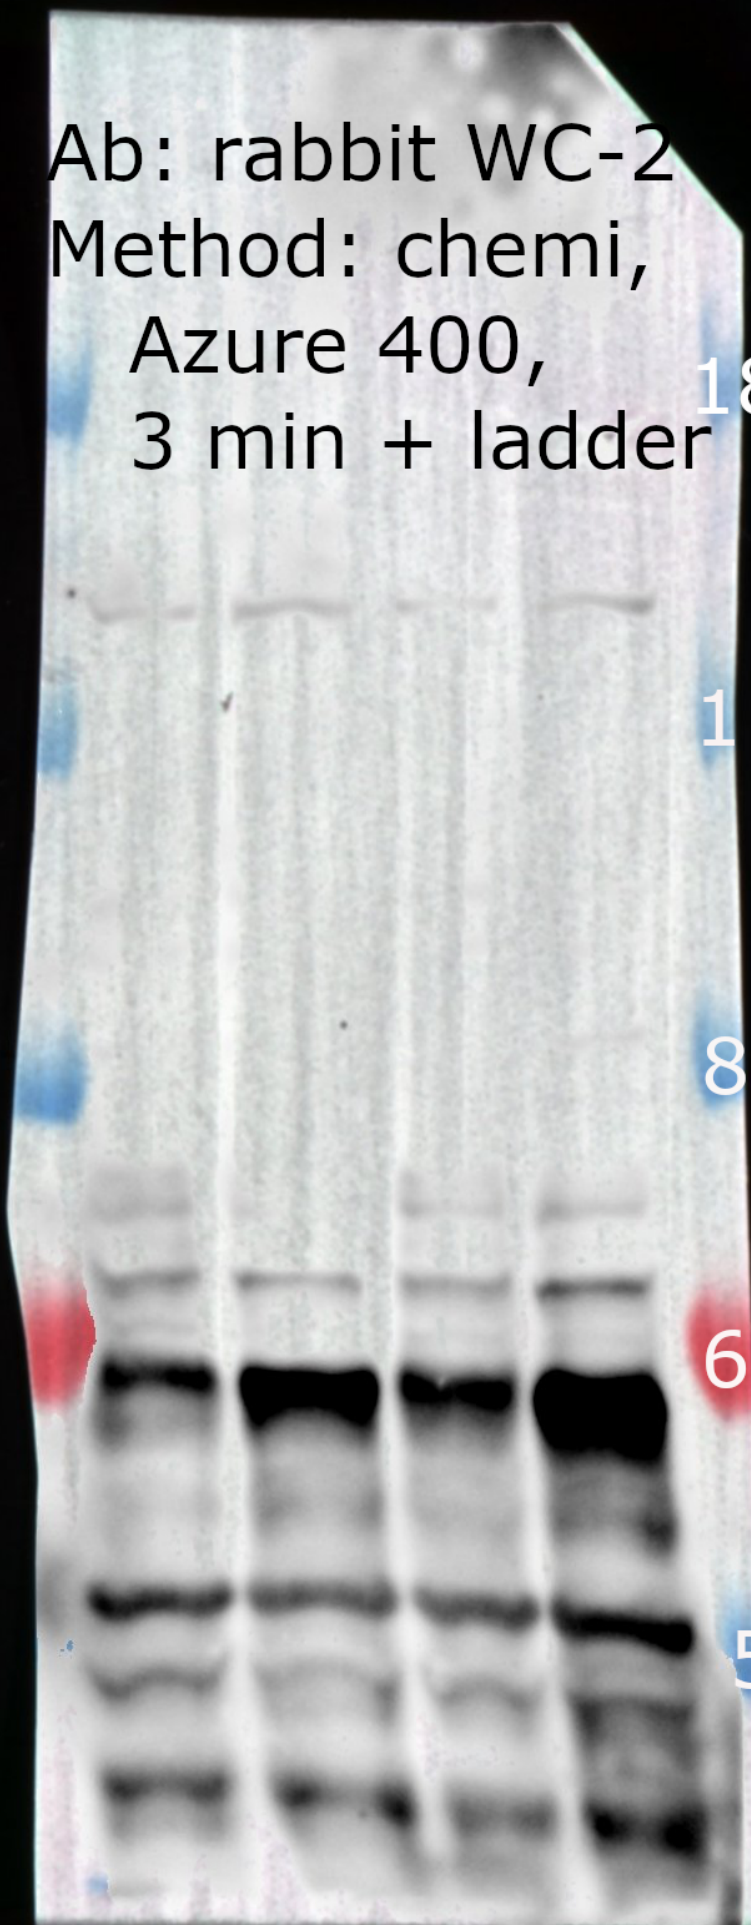

Figure 3D (lanes 1, 2, 5, 6):

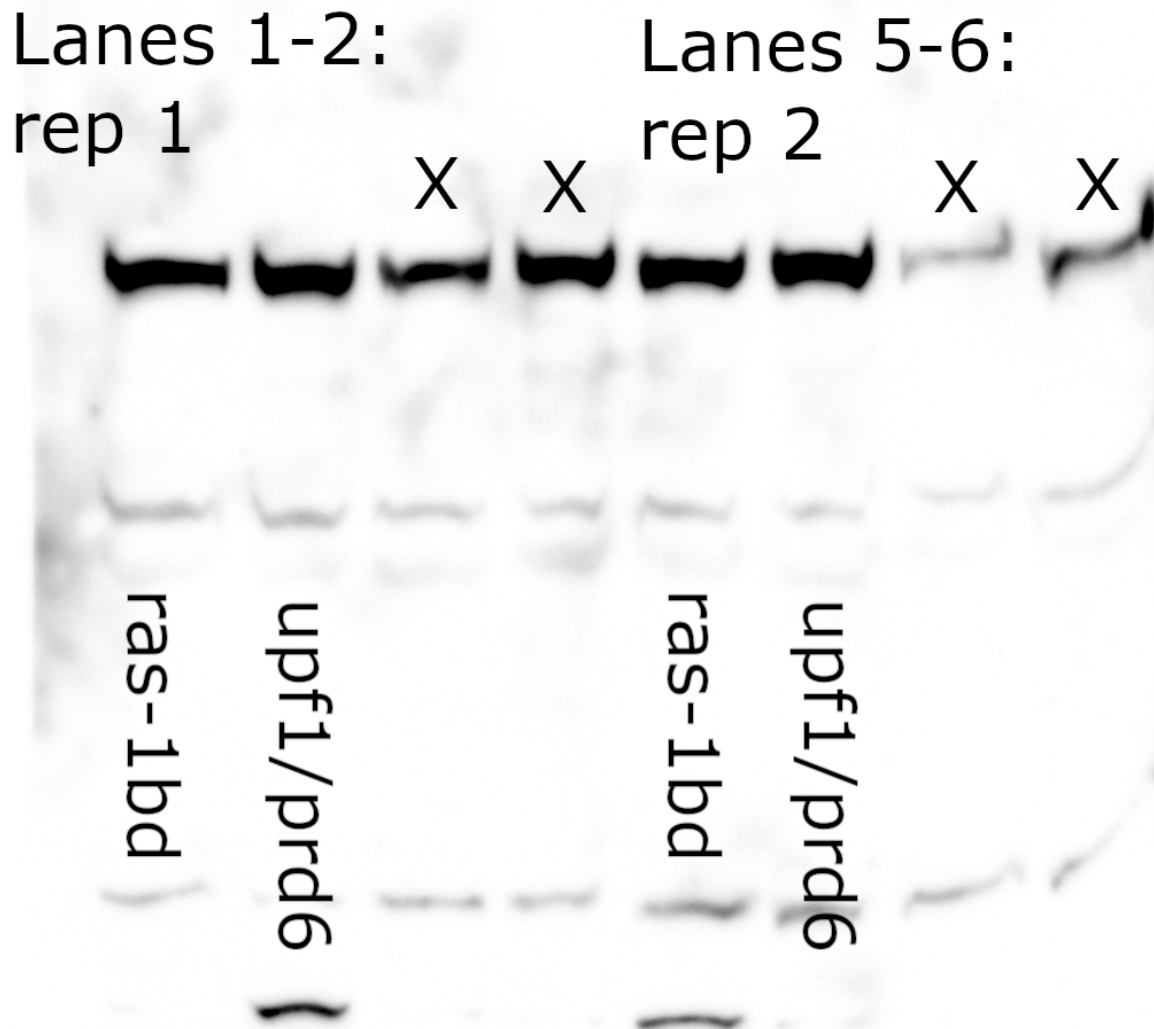

Antibody: rabbit FRH

Method: chemiluminescence,  
Azure 400  
3 minute exposure

185  
kDa

115  
kDa

80  
kDa

65  
kDa

50  
kDa

Antibody: rabbit FRH

Method: chemiluminescence,  
Azure Biosystems 400,  
1 min exposure plus  
ladder image

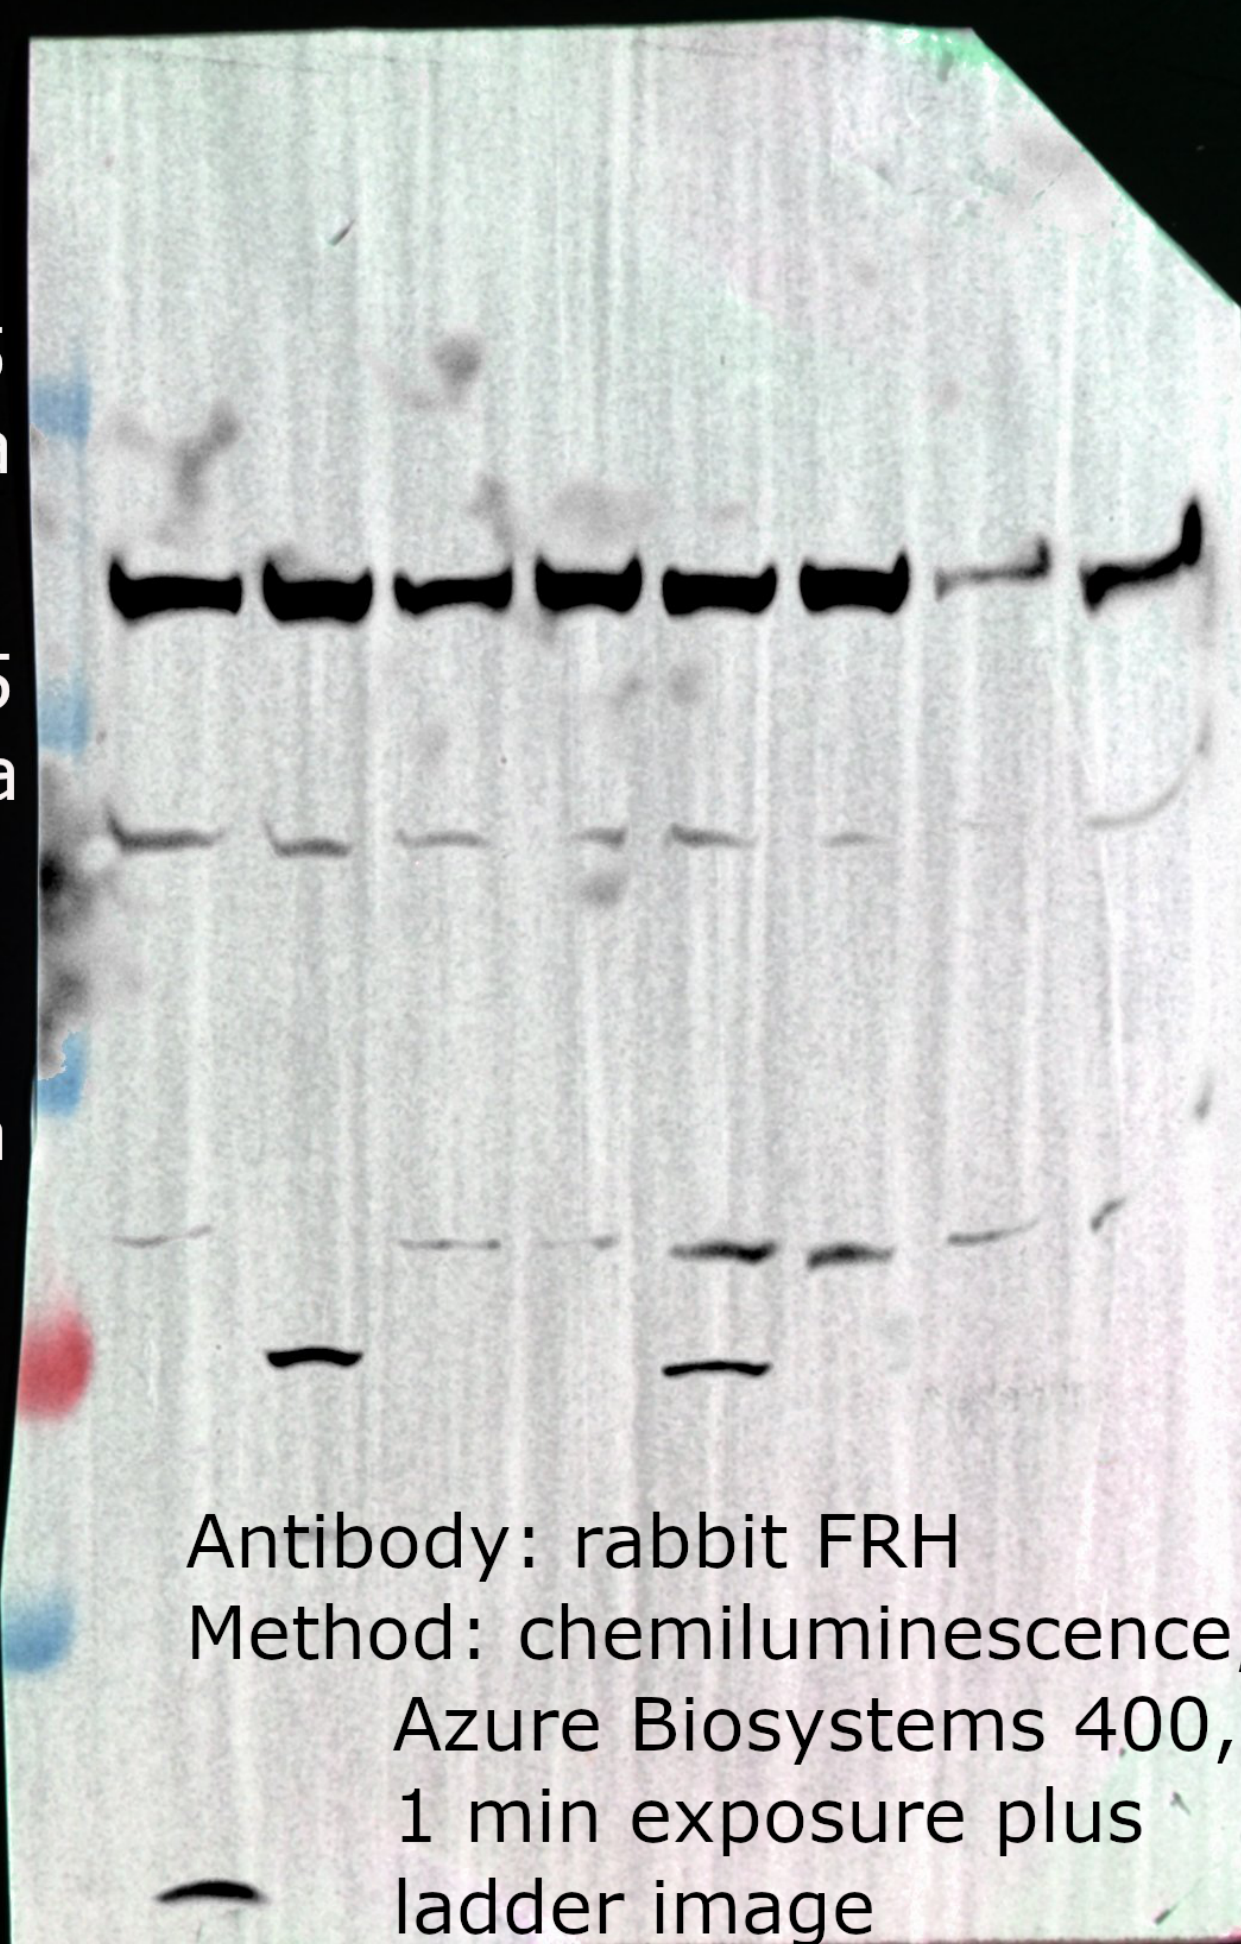

Antibody: anti-Digoxigenin-AP Fab fragments

Lanes 1 - 17: Figure S5A

Method: chemiluminescence, Azure Biosystems  
400, 5 minute exposure, NO ladder

delta  
frq

0 4 8 12 16 20 24 28 0 4 8 12 16 20 24 28

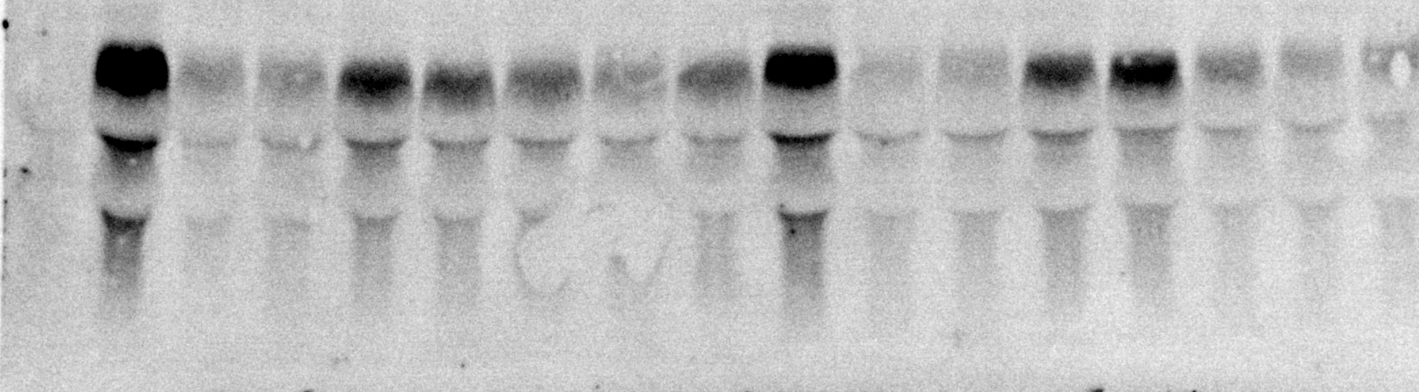

Antibody: none

Method: EtBr nucleic acid stain, Azure Biosystems 400,  
1 sec exposure, NO ladder

Lanes 1 - 17: Figure S5A

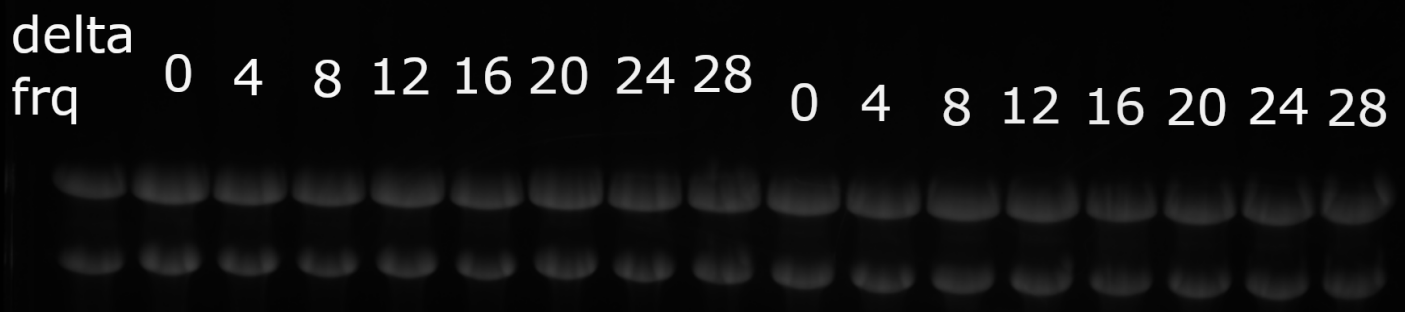

**Supplement:** S1 Raw Images — All immunoblots are included with 1 or 2 TIF images each showing raw blots uncropped and labeled with antibody used, method, sample ID, and molecular weight markers (when applicable). “X”s mark lanes and samples that were not shown in Fig 3D.

How the deposited data were processed for this re-analysis (not part of the article)

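Gene expression was measured by 3′ End Sequencing in 2 control and 2 ΔCFIm (Δ*cpsf5* Δ*cpsf6*) cultures, grown on solid medium with 0.25% w/v glucose and 0.17% w/v arginine for 72 hours at 25°C in constant light. The authors prepared strand-specific 75 bp single-end libraries, aligned the reads to the *Neurospora crassa* OR74A NC12 genome (FungiDB version 45) with STAR, counted the reads on each gene with HTSeq-count, and normalized by library size with a custom R script. The unit of the deposited table is therefore a normalized signal per gene, read counts multiplied by 1 factor per library, called normalized counts here. The version and options of HTSeq-count, including its strand setting, are not named in the paper's text. The authors did not pool replicates, and the samples were grouped by genotype from the labels of the libraries.

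The table holds 7793 genes, of which 7792 matched the NC12 gene annotation by locus tag, and gene symbols and coordinates come from that annotation or from the paper. The paper gives the same number for genes with an annotated 3′ UTR, which is a part of all genes, so counts of changed genes are not for the whole genome. The reads behind each value were recovered by dividing by the value of 1 read in each library, and 100% of the values came out whole. Between 5572762 and 6053869 reads per library were counted on genes. The most abundant gene, *eas*, took 9.62% and 9.98% of the reads in control replicates 1 and 2 and 10.4% and 9.32% in ΔCFIm replicates 1 and 2. A gene at or under 3 reads was treated as at the floor, and a fold change against a genotype at the floor was computed against the floor as a lower bound.

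Gene expression was compared with limma version 3.58.1 in R version 4.3.3 (lmFit, and eBayes with a trend) on log2(normalized count + 1). The 6949 genes with a mean of at least 10 normalized counts over the 4 libraries were tested, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. The 8 genes of Fig 4D were also adjusted as a list of their own. Lists of genes with altered APA were taken from S4 Table and compared with genes of that table. Each list was set against all other genes by limma's camera test with an inter-gene correlation of 0.01, and the lists together were set against the genes in none of them by Fisher's exact test on the share of changed genes and by a permutation test with 100000 resamples on the absolute change. The poly(A) peak positions behind these lists were not analysed here. The pairing used for the replicate block comes from the replicate numbers that control and ΔCFIm libraries share in their labels, and neither the paper nor the labels say what a shared number stands for.

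The alternatives tried were pseudocounts of 0.1 and 5, no filter on low values, a mean of at least 50 normalized counts, median-of-ratios scaling, quantile normalization, the replicate block, eBayes without a trend, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, each library left out in turn, and for single genes a per-gene two-sample test on log2 values with equal or unequal variances, as the legend of Fig 4D uses a test per gene. For the APA lists, a background matched on mean expression, drawn at random from genes in none of the lists, was also tried. On the recovered reads, edgeR called 726 genes and DESeq2 504. The design had assumed normalized counts without knowing whether reads could be recovered, and limma on the deposited values was kept as the main test.

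The tests were checked on simulated data in which 200 genes were changed by known fold changes. Of 6921 simulated genes tested, limma called 190, of which 180 were changed genes and 10 were not, and it recovered 96% of the 4-fold and 84% of the 2-fold changes. With the replicate block, 191 genes were called. Of 6949 simulated genes tested, edgeR called 187 and DESeq2 165. With no gene changed, each of these tests called 0 genes. The simulated spread followed the trend with mean expression alone, without a spread particular to each gene and without an effect of replicate number. This is a simpler setting than the real libraries. The check shows that the tests find known changes there, and does not give their error rates on the real data.

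The genes named in the text were the deleted genes *cpsf5* and *cpsf6*, the reporter locus *csr-1*, the genes of Fig 4B, Fig 4D, S6 Fig and S9 Data, the eIF2α gene, and the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with a mean of at least 50 normalized counts and no overlap between genotypes. The genes *ccg-4*, *mus-51* and *mus-52* fall outside this rule and were chosen after values of other genes had been seen but before their own. The *eas* gene, the genes next to *cpsf5*, *cpsf6* and *matA-1*, and the families of genes with a gh or nuo symbol also fall outside it and were chosen after their values had been seen. Content of G and C bases was not examined, since no genome sequence was used here.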

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

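The processing alternatives, the test designs and the rule for naming genes were set before the data were examined. In this part, the tests of the number of reads on *matA-1*, of the genes around *matA-1*, of the overlap of NCU09013 with *cpsf5*, of a mating-type difference as the source of the other changes, and the comparison of *mus-51* and *mus-52* with their control means, were chosen only after the result was seen.

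Outside the genes that the paper lists or names, 428 of 5199 tested genes passed the limma threshold in ΔCFIm (259 higher and 169 lower), and 677 passed with the replicate block. The paper does not report these genes, which is why they are given here. Under quantile normalization, 427 of the 428 stayed past the threshold in the same direction. It moved the median log2 fold change of all tested genes only from -0.0088 to -0.0215. With so small a move, this cannot decide whether the authors' scaling to equal totals is the source. All 428 also stayed under median-of-ratios scaling, but this left the median log2 fold change of all tested genes at -0.0090 against -0.0088. It so hardly moved the fold changes between genotypes, though the number of changed genes rose from 556 to 642. That all 428 stayed under it therefore does not test the scaling. After every library was thinned to the smallest total, 422 of the 428 stayed. The totals ranged only from 5572762 to 6053869 reads, so thinning could hardly change a call, and this is no evidence on depth. Both ΔCFIm totals (5923458 and 5860829 reads) lay between the control totals, so depth did not separate the genotypes. The 10 genes of highest mean took 18.5% and 18.4% of the counts in the control libraries and 17.6% and 18.5% in ΔCFIm, and so not most of them. With shares this similar, leaving these genes out could hardly move a fold change, so that all 428 stayed without them shows no stability. The Spearman correlation of log2 fold change with annotated gene length was -0.0627 across the tested genes. Segments of another strain around *cpsf5*, *cpsf6* and the mating-type locus would place many of the genes there, but 7.24% of the 428 genes (31 genes) lay within 500 kb of these 3 loci, and 8.49% of the genes near them changed against 8.21% elsewhere (two-sided Fisher's exact test, p = 0.843). A *mus-51* or *mus-52* deletion from the parent strains of the knockout collection would lower the reads on that gene. The lowest number of reads on either gene in a ΔCFIm library was 63, and ΔCFIm kept 92.7% of the control mean of *mus-52* and 159% of that of *mus-51*, against 17.2% for the deleted *cpsf6*. A mating-type difference between the strains, if there is one, could not be separated from the deletions: 0 control libraries are at or under the floor at *matA-1*, as both ΔCFIm libraries are, so there is no control of the mutant's kind to compare with. The changes in these 428 genes therefore cannot be told apart from a possible effect of mating type. The same limit holds for every other comparison between these strains. It covers the 556 changed genes, *set-2*, *wc-2*, *sub-1* and the APA lists. Reads shared between similar genes, reads of another organism and base content were not tested. That the loss of CFIm changed the expression of the 428 genes remains a hypothesis.

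Among these genes, *matA-1* had the largest fall, with a log2 fold change of -7.30 on the log2(normalized count + 1) scale (adjusted p = 7.03e-07 from limma, and 2.08e-07 with the replicate block). It had 145 and 166 reads in control replicates 1 and 2 and 0 in both ΔCFIm libraries, so it was at least 52.1-fold lower. The *mfa-1* gene (NCU16992) had a log2 fold change of 5.33, from 677 and 587 normalized counts in controls to 19292 and 33258 in ΔCFIm. A shortage of reads does not explain the zeros at *matA-1*, since its lowest control value was 50.7 times the floor. A loss of reads over the whole region does not explain them either: 0 of the nearest 8 genes around *matA-1* fell past the threshold, and their log2 fold changes ranged from -0.86 to 0.25. A candidate explanation is that the ΔCFIm strain is of the opposite mating type to the control strain. The labels give mating type A for the control strain and none for ΔCFIm, and the paper's methods list strains of both mating types. If so, *ccg-4* (NCU02500), the pheromone precursor gene of mat A strains, should fall while *mfa-1* rises. This prediction was written after the values of *matA-1* and *mfa-1* had been seen, but before that of *ccg-4*. It had 57.8 and 99.6 normalized counts in controls and 0.988 and 0 in ΔCFIm, which is at or under the floor, so it was at least 26.2-fold lower. On the log2(normalized count + 1) scale its fold change was -5.77 (adjusted p = 4.30e-05 from limma, and 1.44e-05 with the block). These values are consistent with a difference in mating type between the strains.

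NCU09013 (linkage group III, 4239684 to 4241079) had a log2 fold change of -3.69, from 755 and 740 normalized counts in controls to 48.4 and 66.9 in ΔCFIm. Its annotation overlaps that of *cpsf5* by 327 bp, and a candidate explanation is its annotated overlap with the deleted gene, through which the deletion could remove part of NCU09013. If so, the other nearest genes should not change, and 0 of the other 3 nearest genes beside *cpsf5* and *cpsf6* passed the limma threshold. However, NCU02153 and NCU09017 had unadjusted p values of 0.00761 and 0.0323, and NCU02153 rose with a log2 fold change of 0.67 (adjusted p = 0.0727, and 0.0510 with the block). Whether NCU09013 lost its own transcripts cannot be told from counts per gene.

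The other genes with the largest changes were given here because the paper does not discuss them. NCU05230 rose from 6.30 and 9.67 normalized counts in controls to 660.0 and 354 in ΔCFIm, a log2 fold change of 5.78. NCU05788 rose from 26.3 and 30.9 to 1276 and 722, a log2 fold change of 5.03. NCU09691 rose from 4.20 and 4.83 to 130.4 and 65.9, a log2 fold change of 4.09, and had 4 and 5 reads in controls, close to the floor. NCU07237 fell from 125 and 119 to 7.90 and 12.0, a log2 fold change of -3.51. NCU09055 fell from 292 and 159.5 to 26.7 and 26.0, a log2 fold change of -2.99. All 5 are among the 428 genes above, and they have the same open explanation, a mating-type difference, for which 0 control libraries allow a comparison.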

How the results depend on the processing

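The tests in this part were chosen before their results were seen, except the comparison of the spread of *ck-1a* with that of other genes. The number of changed genes, 556, ranged from 390 with eBayes fitted without a trend to 890 with the replicate block. The block count was the only 1 of the 10 alternatives more than 1.5 times away, and it includes all 556 genes; the cause of the larger count was not tested beyond the correlation of same-numbered libraries, 0.137. Of the 556 genes, 336 were also called with eBayes without a trend, 396 without a filter on low values, 478 by DESeq2, 484 with a mean of at least 50 normalized counts, and 555 by edgeR. The share of higher genes stayed between 56.7% and 60.0% in these settings. With 1 library left out, a genotype has a single library and no test or count is possible. All 556 genes kept their direction in these 4 fits, but they were selected by the test. Of all 6949 tested genes, 3641 (52.4%) had no overlap between genotypes, against 33.3% by chance.

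Of the 8 genes of Fig 4D, *wc-2* lost its call (log2 fold change -0.70) with eBayes without a trend over all tested genes (adjusted p = 0.0754, in a range from 0.0105 to 0.0754), though not over the 8 genes alone (adjusted p = 0.0499), and it lost its call in the per-gene test with unequal variances. In the per-gene tests with equal and with unequal variances, *cka* (0.42) and *ck-1a* (-0.26) gained a call. For *cka* the adjustment decides this, since it also had an unadjusted p under 0.05 in limma and passed none of these tests when adjusted over the 8 genes. For *ck-1a* the unadjusted p in limma was not under 0.05. The cause of the change of *wc-2* was not tested. The adjusted p of *cka* ranged from 0.0833 to 0.242 and that of *ck-1a* from 0.286 to 0.525 over the other alternatives. No alternative reversed a direction among those with both libraries of each genotype. The filter and the block cannot move the fold change of a gene, only its p. With 1 library left out, the sign changed for *wc-1* (-0.29 to 0.02), *frq* (-0.14 to 0.11), *ckb-1* (-0.0016 to 0.07) and *pabp-2* (-0.0069 to 0.13), and it was kept for *wc-2* (-0.82 to -0.58), *frh* (-0.39 to -0.16), *cka* (0.35 to 0.49) and *ck-1a* (-0.26 to -0.25).

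No APA list passed the threshold in any of the 11 alternatives. The difference for the expanded genes ranged from 0.04 to 0.09, and with 1 library left out from 0.0549 to 0.0696. The difference in median absolute change was 0.0155 to 0.0233, and with 1 library left out 0.00799 to 0.0350. The difference in the share of changed genes was 1.01 percentage points, and from 0 with the matched background to 1.80 with edgeR.

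The depth limits what can be said of genes with few reads, such as *set-2* with 19 reads in control replicate 1, and *cpsf5* and *matA-1*, whose decreases are lower bounds. For *cka* and *ck-1a*, with at least 1599 reads in every library, depth is not the limit. The SD of *ck-1a* between its own duplicates was 0.0051 on the log2 scale, while limma also draws on the spread of other genes, with a median SD of 0.161 among the 200 genes nearest to it in expression.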

Differences from the paper's values

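No test in this part was chosen after its result was seen. No value that the paper states for these libraries differed from the value computed here by more than the error and 1.5-fold. The paper's increase of *cka* is 1.34-fold against 1.34 here, and its decrease of *ck-1a* is 1.2-fold against 1.20 here. The paper's depth is 6920000 ± 300000 reads per sample, against 5572762 to 6053869 reads counted on genes.

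The calls of significance in Fig 4D differ. The paper marks *cka* and *ck-1a* as significantly changed. With limma over all tested genes, *cka* had an adjusted p of 0.153 and *ck-1a* of 0.389, and with the replicate block 0.0833 and 0.286. Over the 8 genes of Fig 4D alone, these were 0.108 and 0.282, and with the block 0.0571 and 0.202. The paper does not mark *wc-2*, which passed limma (adjusted p = 0.0281, and 0.0105 with the block). The per-gene two-sample test on log2 values with equal variances, set before the data were examined, called *cka* and *ck-1a*, and also *wc-2*. The per-gene test with unequal variances, also set before the data were examined, called *cka* and *ck-1a* and not *wc-2*, which are the calls of the paper. None of these per-gene calls is adjusted for the number of genes. Adjusted over the 8 genes, *ck-1a* alone passed in either form of the test. With limma's eBayes step fitted without a trend, *wc-2* did not pass over all tested genes (adjusted p = 0.0754) but passed over the 8 genes (adjusted p = 0.0499). None of the other alternatives set before the data were examined called *cka* or *ck-1a*.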

Other observations

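In this part, the tests of the reads left on *cpsf6*, of the spread of *ck-1a* and *cka*, and of the scaling, the single culture and a mating-type difference behind the change of the gh genes were chosen only after the result was seen.

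ΔCFIm libraries kept reads on the deleted *cpsf6* gene, 26 in each library, or 17.2% of the control mean. Reads of an overlapping gene are not the source by annotation, since 0 annotated genes overlap *cpsf6*. Carry-over from the control libraries would leave a similar percent on *cpsf5*, which kept 0.729% of its control level. A part of the gene left outside the deletion could give such reads, but with counts per gene and no read positions the 26 reads in ΔCFIm replicate 1 cannot be placed along the gene. The source of these reads cannot be told.

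In the annotation, 58 genes of the table have a symbol beginning with gh (glycoside hydrolase families), and 54 of these were tested. They were noticed among the changed genes, so what follows is a hypothesis tested on the data that raised it. Of the 54 genes, 37 were higher in ΔCFIm, and 18 passed the limma threshold (16 higher and 2 lower; 23 passed with the replicate block). Their median log2 fold change was 0.25, against -0.01 for the other tested genes (adjusted p = 0.000273 from limma's camera test over the 15 symbol families with at least 10 tested genes, and 0.00053 with the block). The camera test assumed an inter-gene correlation of 0.01, and these p values are too small if the gh genes vary together more than this. Under median-of-ratios scaling the median was 0.253, but 1 factor per library moves all genes alike and could not change the gh genes against the others, so this does not test the authors' normalization as the source of that difference. Under quantile normalization, which can move genes unequally, the median was 0.246. A single ΔCFIm culture is not the source either, since with ΔCFIm replicate 1 left out the median was 0.288 and with replicate 2 left out 0.502, and with a control replicate left out it was 0.249 or 0.370. A carbon-starvation response in ΔCFIm would give a negative correlation with the paper's Z-score of 2% against 0% glucose in S2 Table, set at -0.2 or lower before the value was seen, and the Spearman correlation across 409 screened genes was -0.151. These genes are not independent replicates, and 0 of the gh genes are among them, so this value cannot decide whether starvation lies behind the change of the gh genes. A mating-type difference, if there is one, could not be tested, since 0 control libraries lack *matA-1* reads as the ΔCFIm libraries do. The rise of the gh genes may follow from the loss of CFIm, but it cannot be told apart from a carbon-starvation response or from a mating-type difference.

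Of the same 15 families, 1 other passed. The 29 tested genes with a nuo symbol (subunits of NADH:ubiquinone oxidoreductase) had a median log2 fold change of 0.38, with 25 higher and 4 lower in ΔCFIm (adjusted p = 7.34e-05 from limma's camera test, and 1.16e-05 with the replicate block). Here too the test assumed an inter-gene correlation of 0.01, and the p values are too small if the nuo genes vary together more than this. Of these genes, 4 passed the limma threshold, 9 with the block, and 11 had an unadjusted p under 0.05. The median was 0.38 under median-of-ratios scaling and 0.36 under quantile normalization. With 1 library left out at a time it ranged from 0.18 (without ΔCFIm replicate 1) to 0.62 (without ΔCFIm replicate 2). This family was seen only after the families were tested together, and its change was uneven between the ΔCFIm replicates. Beyond scaling and single libraries, no explanation of it was tested, a mating-type difference included.

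*ck-1a* and *cka* pass a per-gene test of the paper's kind but not limma over all genes. For *cka* the difference lies in the adjustment, since *cka* also had an unadjusted p under 0.05 in limma and the per-gene tests are not adjusted. For *ck-1a*, a candidate explanation is an unusually small spread between duplicate cultures. Of the 200 tested genes nearest to *ck-1a* in mean expression, 0% had a smaller SD than *ck-1a*, and for *cka* 22% of its 200 nearest genes did, so the spread of *cka* was not unusual. *ck-1a* was picked because a per-gene test calls it, and such a test favors genes with a small spread, so the value for *ck-1a* cannot show whether its spread reflects the gene or chance. Over all 6949 tested genes, 921 had a per-gene p under 0.05 with equal variances, where 347 would by chance, and 0 passed after Benjamini-Hochberg adjustment. Of these 921, 352 also passed limma. With unequal variances, 442 genes had a per-gene p under 0.05.

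Of the 29 genes of S9 Data, 4 passed the limma threshold, with or without the block, which are the deleted genes, *set-2* and *wc-2*. Of the 11 genes outside Fig 4B and the deleted genes, 0 passed and 1 had an unadjusted p under 0.05, with log2 fold changes from -0.15 to 0.49. The gene for eIF2α (NCU08277) had a log2 fold change of 0.36 (adjusted p = 0.217 from limma, and 0.134 with the block). NCU04342, one of the expanded genes of S4 Table, had a log2 fold change of 4.47, from 122 and 115 normalized counts in controls to 3521 and 1980.3 in ΔCFIm.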
